# Inhibition of lobuloalveolar development by FOXC1 overexpression in the mouse mammary gland

**DOI:** 10.1038/s41598-017-14342-8

**Published:** 2017-10-25

**Authors:** Bowen Gao, Ying Qu, Bingchen Han, Yoshiko Nagaoka, Makoto Katsumata, Nan Deng, Shikha Bose, Liting Jin, Armando E. Giuliano, Xiaojiang Cui

## Abstract

The forkhead box transcription factor FOXC1 plays a critical role in embryogenesis and the development of many organs. Its mutations and high expression are associated with many human diseases including breast cancer. Although FOXC1 knockout mouse studies showed that it is not required for mammary gland development during puberty, it is not clear whether its overexpression alters normal mammary development *in vivo*. To address this question, we generated transgenic mice with mammary-specific FOXC1 overexpression. We report that transgenic FOXC1 overexpression suppresses lobuloalveologenesis and lactation in mice. This phenotype is associated with higher percentages of estrogen receptor-, progesterone receptor-, or ki67-positive mammary epithelial cells in the transgenic mice at the lactation stage. We also show that expression of the Elf5 transcription factor, a master regulator of mammary alveologenesis and luminal cell differentiation, is markedly reduced in mammary epithelial cells of transgenic mice. Likewise, levels of activated Stat5, another inducer of alveolar expansion and a known mediator of the Elf5 effect, are also lowered in those cells. In contrast, the cytokeratin 8-positive mammary cell population with progenitor properties is elevated in the transgenic mice at the lactation stage, suggesting inhibition of mammary cell differentiation. These results may implicate FOXC1 as a new important regulator of mammary gland development.

## Introduction

Mammary gland development is a highly dynamic and complex physiological process in mammals that involves periodic cycles of mammary epithelium proliferation, differentiation, apoptosis, and morphogenesis throughout a female’s life^1^. Generally, postnatal development of the mammary gland comprises several distinct stages. The mammary ducts elongate through the entire mammary fat pad at puberty and branches out in the mature virgin. During pregnancy, alveologenesis is stimulated by prolactin and progesterone. Alveolar structures further differentiate at the lactation stage to produce milk. After weaning, the gland involutes and undergoes cell death and remodeling of the epithelial compartment. An assortment of microenvironmental cues and intracellular signaling networks that include critical transcription factors act in concert to govern mammary tissue remodeling during the developmental stages and recurring physiologic changes induced by reproductive hormones^2,3^. In addition, the mammary gland epithelium is constantly maintained and replenished by a small subset of epithelial cells called mammary stem cells and progenitor cells. Although our knowledge of mammary gland biology has taken a quantum leap in the last two decades and has advanced our understanding and treatment of breast diseases, the in-depth molecular mechanisms underlying mammary gland development awaits to be elucidated.

The transcription factor forkhead box C1 (FOXC1), a member of the forkhead box protein family, has been shown to play a key role in mouse embryonic development^4,5^. FOXC1 knockout mice die at birth with extensive abnormalities including hemorrhagic hydrocephalus, open eyelids, and striking skeletal defects^6^. Human brain imaging studies coupled with genetic analysis show that deletions or duplications of the *FOXC1* gene are associated with cerebellar and posterior fossa malformations^7^, and these abnormalities can be caused by FOXC1 loss-induced cerebellar growth inhibition^8^. FOXC1 is also required for cardiovascular development. It acts in cooperation with FOXC2 to promote the formation of blood vessels in the embryonic heart^9^. Both genes are required for arterial specification during vascular development and the morphogenesis of the cardiac outflow tract^10,11^. Moreover, FOXC1 is essential for somitogenesis in both mouse and zebrafish models^9,12^. Besides its role in embryonic development, emerging findings indicate that FOXC1 is also involved in cancer development and progression. Of note, FOXC1 is specifically expressed in basal-like breast cancer (BLBC)^13,14^, but not in other breast cancer subtypes, and its overexpression predicts a poor prognosis^14^. Thus, FOXC1 has been proposed to be a diagnostic and prognostic biomarker for BLBC^15^. In addition to its known effects in cell proliferation and migration found in both normal and cancer cells, FOXC1 also regulates many other breast cancer cell functions, including epithelial-mesenchymal transition, invasion^14,16^, and breast cancer stem cell properties^17^. FOXC1 overexpression has been recently found to be associated with poor prognosis in other cancers, such as acute myeloid leukemia (AML)^18^ and hepatocellular carcinoma^19^.

In light of its emerging role in normal development and breast cancer tumorigenesis, the present study was designed to explore whether FOXC1 transgene expression affects mammary gland development *in vivo*. For this purpose, we generated a transgenic mouse model that expresses the human *FOXC1* cDNA under the transcriptional control of the mouse mammary tumor virus (MMTV) long terminal repeat and examined the effects of ectopic FOXC1 transgene expression on mammary gland development. Compared with the wildtype controls, the FOXC1 transgenic mice were characterized by defective alveologenesis and milk production during the lactation stage. This phenotype is accompanied with drastically reduced levels of the Elf5 transcription factor and activated STAT5, which are well-established alveologenesis inducers with high expression in the mammary gland during lactation. Furthermore, mammary progenitor cell populations were increased by FOXC1 overexpression. These results may provide insight into how transgenic FOXC1 expression disrupts mammary gland development *in vivo*.

## Results

### Generation of MMTV-FOXC1 transgenic mice

To examine the effect of FOXC1 on normal mammary cells *in vivo*, we used the mouse mammary tumor virus (MMTV) promoter/enhancer to drive the ectopic expression of a Myc-tagged FOXC1 transgene in the mouse mammary gland. The MMTV-FOXC1 construct (Figure S1a) was micro-injected into the fertilized eggs of FVB/NJ mice. The transgenic founders were identified by PCR analysis using genomic DNA extracted from the tail (Figure S1b). They were then bred with FVB/NJ wildtype mice to ensure that the transgene was passed on to their progeny. The transgene expression was assessed by western blot analysis of mammary gland tissues, which was collected at different time points: virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7 from wildtype and transgenic mice. As presented in Fig. 1a, consistent with the known hormonal responsiveness of the MMTV-promoter, FOXC1 protein levels were barely detectable in the mammary tissue at the virgin stage and moderately induced during pregnancy. However, it was highly expressed during the lactation stage in the transgenic mice compared to the wildtype mice. FOXC1 transgene expression in luminal epithelial cells, not myoepithelial cells, was detected by immunohistochemistry with FOXC1 and Myc-tag antibodies (Fig. 1b). Furthermore, the tissue specificity of Myc-tagged FOXC1 expression was analyzed by immunohistochemistry in heart, liver, spleen, lung, kidney, intestine, pancreas, ovary, brain, and stomach tissues from the wildtype and transgenic mice. As shown in Figure S1c, the FOXC1 transgene was not detected in these tissues as opposed to mammary tissue. Taken together, these results indicate that the MMTV-FOXC1 transgenic mice express the transgene specifically in the luminal epithelium of the mammary gland.

**Figure 1:**
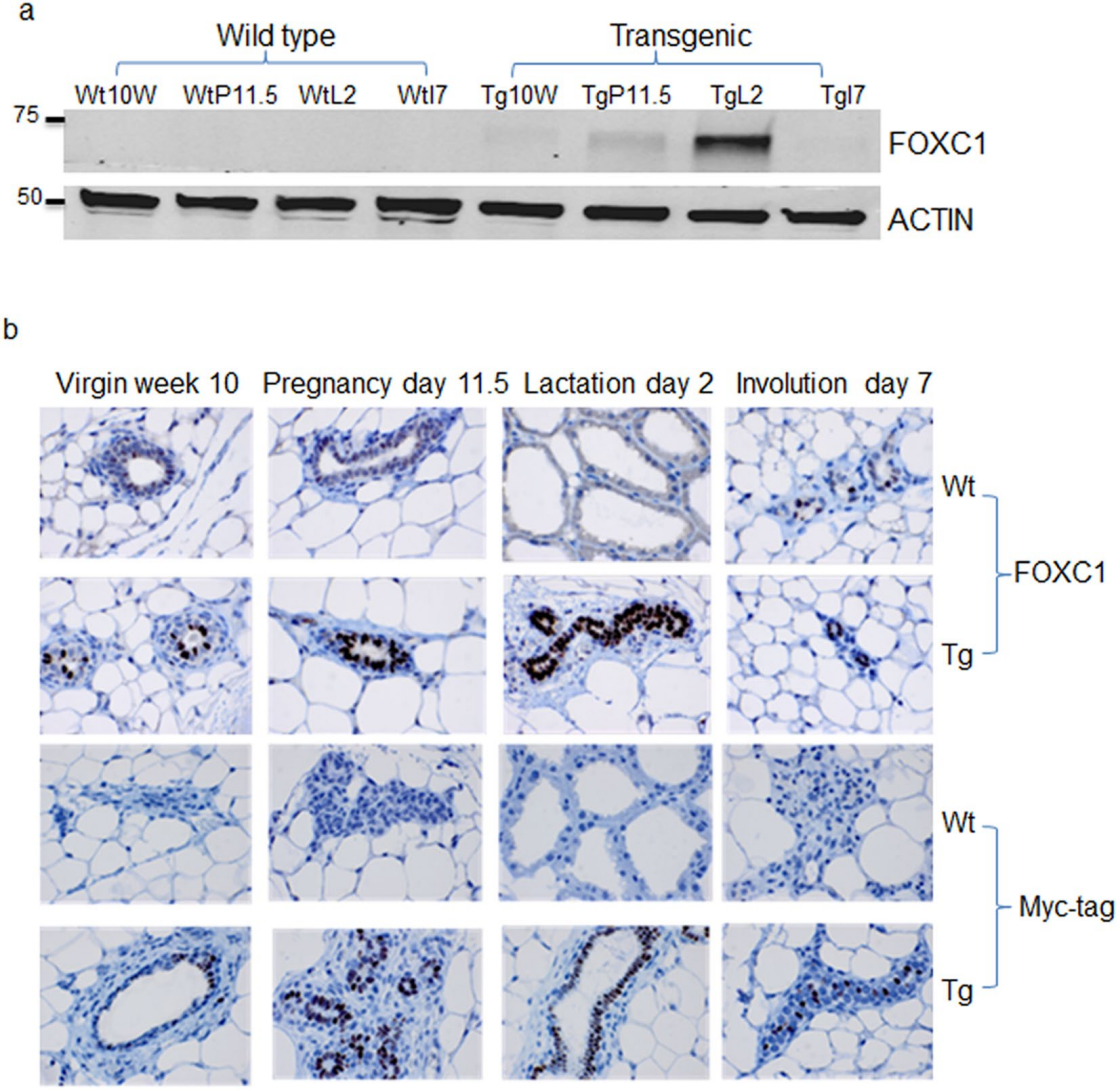
Generation and characterization of MMTV-FOXC1 transgenic mice. (**a**) FOXC1 expression by western blotting in mammary gland tissue collected at different time points: virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7 from the wildtype and transgenic mice. For the full-length image, see Figure S5 in the Supplementary Information. (**b**) Analysis of FOXC1 and Myc-tag by immunohistochemistry in mammary gland tissue collected at the above different time points from the wildtype and transgenic mice. Magnification, ×60. See also Figure S1.

### FOXC1 overexpression inhibits lobuloalveologenesis

We next characterized the phenotypes of six transgenic lines with readily detectable Myc-tagged FOXC1 protein expression. Surprisingly, during the breeding of transgenic female mice, it was noted that their pups always died on postnatal day 1 or 2. Examination of the dead pups indicated that there was no milk in their stomachs. When the newly born pups were nursed by wildtype foster mothers, they exhibited a normal appearance, growth rate, and physiological function (data not shown). This phenomenon was observed consistently in a total of 41 MMTV-FOXC1 transgenic female mice, none of which could support their offspring. Considering this observation, we set out to determine whether mammary morphogenesis was affected by FOXC1 transgene expression using whole mount carmine staining of isolated mammary glands. As shown in Fig. 2a, lobuloalveolar morphogenesis at the lactation stage was severely impaired in the transgenic mice compared to the wildtype mice, while no obvious differences were found in the other mammary development stages. In agreement, haematoxylin eosin staining also demonstrated the absence of well-defined alveolar structures at the lactation stage in the transgenic mice when compared to the wildtype controls (Fig. 2b). These findings suggest that lobuloalveolar formation of the mouse mammary gland is repressed by FOXC1 overexpression.

**Figure 2:**
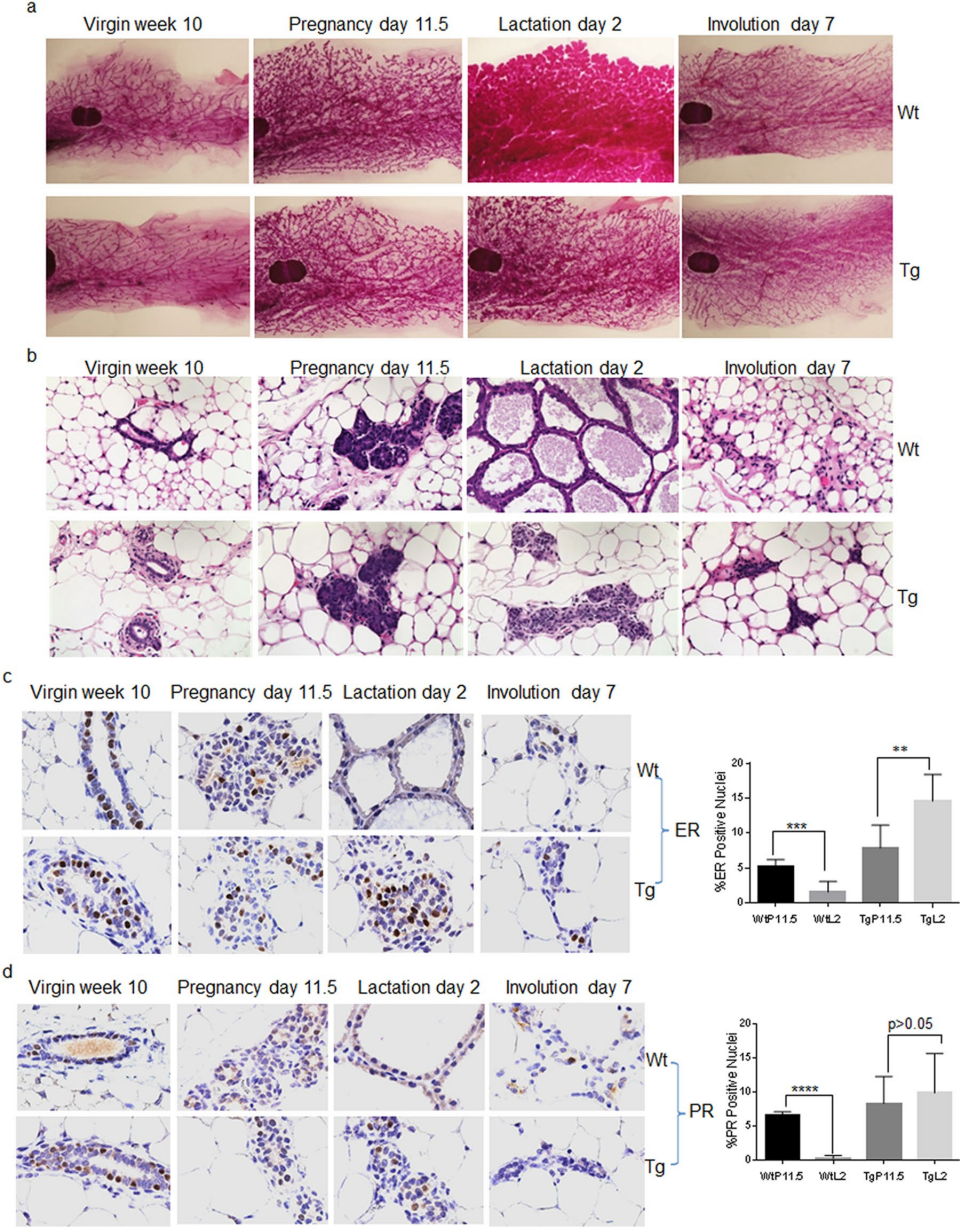
FOXC1 overexpression inhibits lobuloalveologenesis. (**a**) Whole mount staining analysis of mammary gland tissue collected at different time points: virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7 from the wildtype and transgenic mice. Magnification, ×1. (**b**) Hematoxylin eosin staining of mammary gland tissue collected at the same time points. Magnification, ×40. (**c**) and (**d**) Immunohistochemistry of ER and PR in mammary gland tissue collected at the same time points. Magnification, ×60. Comparison of the percentages of ER+ and PR+ nuclei at pregnancy day 11.5 and lactation day 2 from the wildtype and transgenic mice is graphed. The percentages were calculated by comparing stained nuclei to total nuclei in epithelial cells. The bar graph indicates mean ± SD (n = 5). **p < 0.01. ***p < 0.001. ****p < 0.0001. See also Figure S2.

We reasoned that expression of established critical regulators of lobuloalveologenesis might be changed in FOXC1 transgenic mice. It is well-known that estrogen and progesterone play fundamental roles in mammary gland differentiation^1,20^. Their receptors, estrogen receptor (ER) and progesterone receptor (PR), are required for ductal and alveolar morphogenesis^21,22^. Thus, we investigated whether the expression of ER and PR is affected by FOXC1 transgene expression. Immunohistochemical analysis showed that the percentages of ER+ and PR+ mammary epithelial cells in the total mammary epithelial cell population dropped substantially from the pregnancy stage to the lactation stage in wildtype mice as reported previously^20^, whereas this expression pattern was reversed in transgenic mice (Fig. 2c and d). A 3.3-fold decrease of ER+ cells in wildtype mice versus a 1.85-fold increase in transgenic mice were detected. Similarly, a 6.1-fold decrease of PR+ cells in wildtype mice versus a statistically non-significant increase in transgenic mice were observed. There were no detectable differences in ER and PR staining between wildtype and transgenic mice at the other three developmental stages. We also performed immunohistochemistry of Ki67, a cellular marker for proliferation. As expected, wildtype controls displayed reduced Ki67+ staining at the lactation stage when mammary cells undergo lactogenesis, whereas the percentages of Ki67+ mammary cells were similar between pregnancy day 11.5 and lactation day 2 in transgenic mice (Figure S2). Taken together, these results suggest that FOXC1 overexpression may alter the proportions of ER-, PR-, and Ki67-expressing mammary epithelial cells during the lactation stage, consistent with the whole mount staining showing that the FOXC1 transgene disrupts lobuloalveolar development.

### Elf5 expression is suppressed in mammary epithelial cells of transgenic mice at lactation

Prolactin and its receptor PRLR are key regulators of lactogenesis. They crosstalk with estrogen and progesterone signaling to exert their effects on the mammary gland^23^, particularly in the alveolar epithelium^22^. We next asked whether PRLR expression was affected because this receptor is a rate-limiting factor for the response of the mammary gland to prolactin and its expression is dynamically regulated by hormones like estrogen during mammary gland development^24^. Immunofluorescence staining showed that PRLR signals were comparable in the mammary glands of wildtype and transgenic mice at lactation day 2 (Fig. 3a). Real-time RT-PCR analysis also demonstrated that FOXC1 overexpression did not induce significant changes of PRLR expression (Figure S3a). However, the expression of the Elf5 transcription factor, which is a key target and mediator of alveolar switch hormones, such as progesterone and prolactin, and regarded as a master regulator of the lobuloalveolar process^25–28^, was found to be markedly suppressed in transgenic mice compared to wildtype controls at lactation day 2 as shown by immunohistochemistry and western blotting (Fig. 3b and c). This result was confirmed by real-time RT-PCR analysis of Elf5 mRNA levels (Figure S3b). 

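RNA from mammary tissue slides of wildtype and MMTV-FOXC1 transgenic mice at lactation day 2 was sequenced as single reads after depletion of ribosomal RNA. Transcripts of the milk protein list (caseins, whey proteins and proteins of the milk fat globule) took 44.8% of the wildtype reads over genes (95% Wilson interval 44.7% to 44.8%) and 0.493% of the transgenic reads (0.491% to 0.495%). The labels list 3 samples of each genotype and call the source epithelial cells, and the paper's text does not say whether the samples came from separate animals. The authors aligned the reads with TopHat2 and gave expression of 21950 genes as RPKM (reads scaled to exonic length and library size), with a column for each sample. Read numbers were recovered from the steps between the RPKM values, which came out whole, within 1e-05 reads, for all 18308 genes above 0 in any column. The depth was 3493706, 3496335 and 3492861 reads in the wildtype columns and 11775866, 11770867 and 11774884 reads in the transgenic columns. The highest and lowest depth of a genotype thus differed by 0.0995% in wildtype and 0.0425% in transgenic mice, while the transgenic depth was 3.37 times the wildtype depth. Columns were compared over genes with at least 15 reads that came out whole at the exonic length of the reference annotation. Over these, the columns of a genotype differed by little more than the sampling noise. The chi-square per degree of freedom was 1.02 in wildtype (5835 genes) and 1.05 in transgenic mice (7490 genes). At the transgenic depth and over all genes with at least 15 reads, simulated columns of a single library gave 1.01. Simulated columns with a coefficient of variation of 0.1 between them gave 9.38. The lower wildtype depth, at which such variation is harder to see, was not simulated. The 3 columns of a genotype were therefore counted as 1 library (n = 1 for each genotype) and averaged. No difference between the genotypes could be checked against replicates, and the intervals given for reads, ratios and shares cover counting error only. Changes are given as log2 of RPKM + 1 in transgenic against wildtype mice, and a gene was called by size alone, at an absolute log2 change over 2, the fold threshold of the paper. The median change of the 13118 genes with a mean of at least 2 RPKM in either genotype was 1.06. Median-of-ratios size factors lowered the transgenic values by a shift of 1.24 on the log2 scale (2.36-fold) and brought this median to 0.035, and changes after this step are called relative changes. The sign of the change differed between the 2 scalings for 4746 genes (36.2%).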

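Elf5, the transcription factor of alveolar differentiation, had 156 RPKM (9622 reads) in wildtype mice and 19.6 RPKM (4075 reads) in transgenic mice. Its log2 change was -2.93 and its relative log2 change was -4.13, both past the size threshold. The 95% counting interval of the log2 ratio of its RPKM, with no pseudocount, was -3.05 to -2.94. The gene (ENSMUSG00000027186) lies on chromosome 2 of GRCm38 from 103411688 to 103450989, and 0% of its exonic bases are shared with another gene. Of 24 measured genes of alveolar commitment and prolactin signalling, 3 were lower past the threshold, namely Elf5, Bhlha15, a transcription factor of secretory cells (25.8 and 2.76 RPKM in wildtype and transgenic mice), and Vdr, the vitamin D receptor (71.1 and 10.3 RPKM). Cish, a target of Stat5, joined them on the relative scale, at 27.4 and 7.25 RPKM and a relative log2 change of -2.91. Another 3 were higher past the threshold, namely the cytokine signalling inhibitors Socs1 (log2 change 2.70) and Socs3 (3.03) and the receptor Notch1 (2.93), of which Socs3 alone remained past it on the relative scale (2.23). Stat5a had 26.4 RPKM in wildtype and 15.9 RPKM in transgenic mice, with a log2 change of -0.70 and a relative log2 change of -1.87. The change of Stat5b was 0.89 with library-size scaling and -0.28 on the relative scale. The sign also differed between the scalings for Nfib, Id2, Wnt4, Cebpb, Gata3, Tfap2c and Lmo4. The prolactin receptor gene Prlr had 14.4 and 12.1 RPKM, with a log2 change of -0.23 and a relative log2 change of -1.38. The remaining list members lay within the threshold on both scalings, Akt1 with a relative log2 change of -1.93, Ehf with -1.28, Jak2 with 0.16, Socs2 with 0.16, Ccnd1 with 0.21, Sox9 with 0.12 and Igf2 with 0.92, where 64.5% of the exonic bases of Igf2 are shared with another gene. Erbb4 (1.93 and 1.09 RPKM), Areg (0 and 63 reads) and Tnfsf11 (0 and 118 reads) were under the RPKM filter. The median change of the list was 0.85, at percentile 35.9 among 10000 random lists matched on mean expression, and its relative median was -0.35, at percentile 23.8. Elf5 also belongs to a list of 14 markers of luminal progenitors, whose median change was 0.53 (percentile 4.85) and whose relative median was -0.53 (percentile 7.11). Of these, Kit (log2 change 3.85) and Hey1 (2.53) were higher and Elf5 and Trf (-3.82) lower past the threshold, and 63.5% of the exonic bases of Trf are shared with another gene. On the relative scale Kit alone was higher (2.93) and 3 markers were lower.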

RNA-Seq analysis of mammary cells from lactation day 2 also showed a dramatic decrease of Elf5 in transgenic mice (Table S1). In contrast, no discernable changes of Elf5 expression were observed between wildtype and transgenic virgin and pregnant mammary glands as shown by immunohistochemistry (Figure S3c). To further determine the effect of FOXC1 on Elf5 levels, we overexpressed FOXC1 in HC11 mouse mammary epithelial cells and T47D human breast cancer cells. As illustrated in Fig. 3d, FOXC1 overexpression significantly downregulated Elf5 mRNA levels. Because there is one potential FOXC1-binding site (GTAAATCAA, at −1360 bp) with the core consensus sequence GTAAA based on transcription factor site analysis of the Elf5 promoter region, we tested whether FOXC1 directly binds to the promoter region containing the site using chromatin immunoprecipitation (ChIP) assays. As presented in Figure S3d, FOXC1 antibody did not pull down the Elf5 promoter fragment containing the predicted binding site, suggesting that FOXC1 may reduce Elf5 in mammary epithelial cells either by other upstream binding sites or by an indirect mechanism.

**Figure 3:**
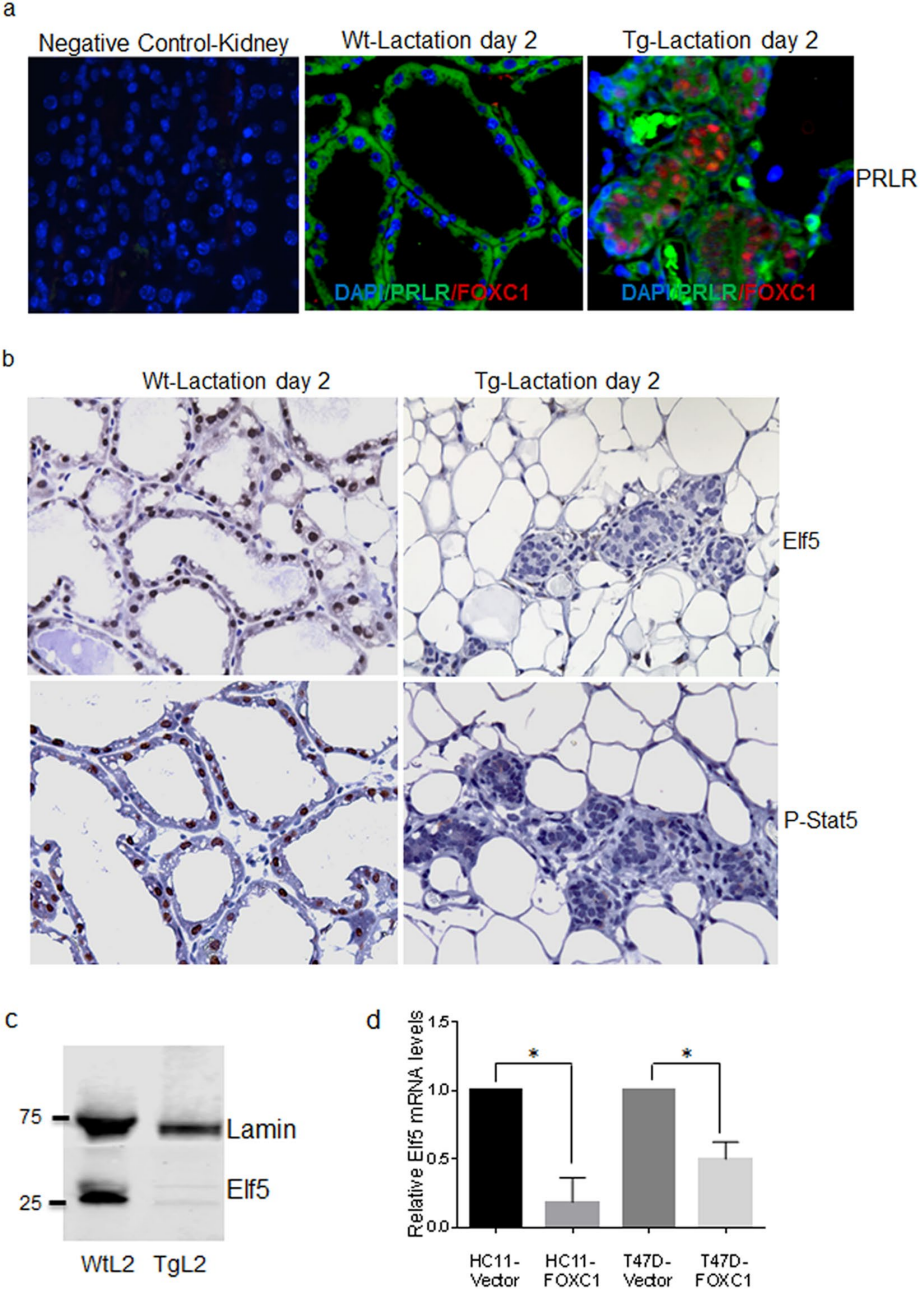
Elf5 expression is suppressed in mammary epithelial cells overexpressing FOXC1. (**a**) Immunofluorescence staining of FOXC1 and PRLR in the mammary epithelium from the wildtype and transgenic mice at lactation day 2. Magnification, ×40. (**b**) Immunohistochemistry of Elf5 and p-Stat5 in the nuclei of the mammary epithelium from the wildtype and transgenic mice at lactation day 2. Magnification, ×40. (**c**) Elf5 expression by western blotting in mammary gland tissue, collected at lactation day 2 from the wildtype and transgenic mice. For the full-length image, see Figure S5 in the Supplementary Information. (**d**) qRT-PCR analysis of Elf5 mRNA expression in vector- and FOXC1-transfected HC11 mouse epithelial cells and T47D human breast cancer cells. The bar graph indicates mean ± SD (n = 3). *p < 0.05. See also Figure S3.

Given that Stat5 is a direct transcriptional target and effector of Elf5 and is required for alveolar fate commitment and lactogenesis^25,29^, we examined Stat5 activation in the mouse mammary tissue by immunohistochemistry. As illustrated in Fig. 3b (lower panel), levels of activated Stat5 indicated by p-Stat5 (Tyr 694) were diminished in mammary cells from transgenic mice at lactation day 2 compared to wildtype mice. 

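Most milk protein genes and part of the genes of milk fat and lactose synthesis were lower in transgenic mice. Of 25 genes of milk proteins and milk fat globule proteins, 21 were lower past the threshold and 0 higher, and on the relative scale 24 were lower and Mfge8 alone lay within it (-1.87). Csn2, which encodes beta-casein, had 31428 RPKM in wildtype and 211 RPKM in transgenic mice, and Wap, the whey acidic protein, had 35927 and 58.2 RPKM. Csn1s2b had 2873 and 0.499 RPKM (75 transgenic reads), a log2 change of -10.91. The caseins together took 37.0% of the wildtype reads and 0.180% of the transgenic reads. Of 29 genes of fatty acid and triglyceride synthesis, 10 were lower and Dgat2, which makes triglycerides, was higher past the threshold (8.94 and 118 RPKM), and on the relative scale 18 were lower with Dgat2 still higher (2.41). Olah, the thioesterase that ends medium-chain fatty acid synthesis in the gland, had 357 and 0.560 RPKM. Log2 changes were -3.62 for the desaturase Fads1, -3.07 for the elongase Elovl5 and -2.96 for Acly, which supplies acetyl-CoA. Of 12 genes of lactose synthesis, Lalba, the regulatory subunit of lactose synthase (1816 and 59.4 RPKM), and its partner B4galt1 (439 and 36.6 RPKM) were lower and the other members lay within the threshold. Among those lower on the relative scale only was the glucose transporter Slc2a1 (-2.46), named after its value was seen. The median changes of these lists were -4.59, -1.68 and -0.26, at percentiles 0, 0 and 0.01 of the matched random lists, and their relative medians were -5.73, -2.85 and -1.40. Markers of epithelial cells did not go with them. Of 13 luminal epithelium markers, 6 were higher and 0 lower past the threshold (relative scale 1 and 0), with a relative median of 0.51 (relative percentile 97.9). Of 13 basal and myoepithelial markers 1, Krt5, was higher (relative scale 0 higher and 0 lower), with a relative median of 0.27 (relative percentile 90.9). The lists were written after Table S1 had been read, which holds 21 of the milk protein genes, 8 of the fat synthesis genes and 2 of the lactose synthesis genes and came from these libraries, so their direction is not independent evidence. Shared exonic bases limit the values of Trf (63.5%) and Fabp3 (19.6%) in the milk list.

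**Figure D1:**
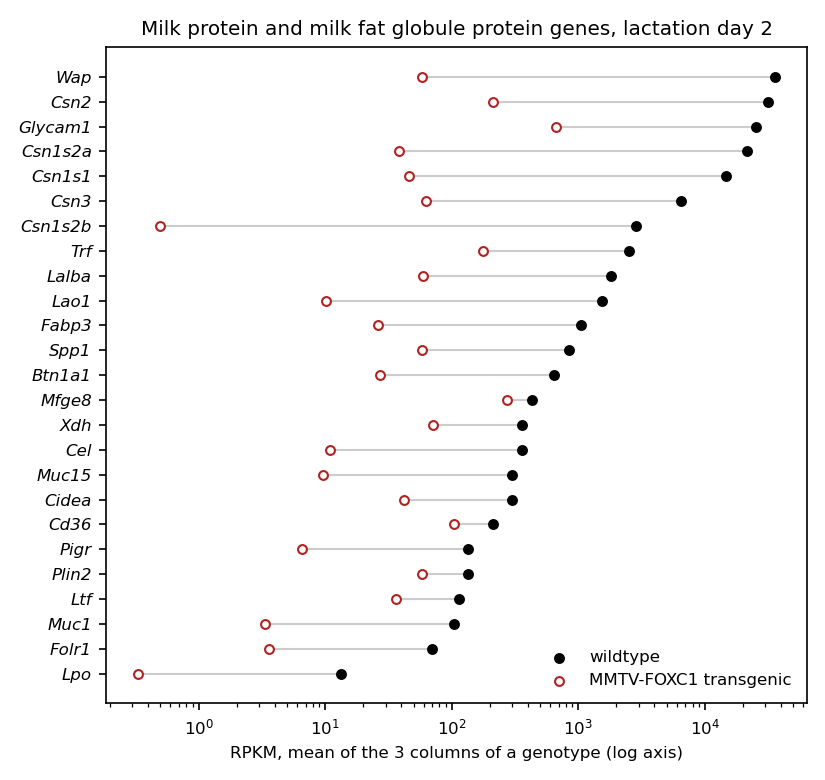
RPKM of the 25 genes of milk proteins and milk fat globule proteins at lactation day 2, on a log axis, as the mean of the 3 columns of each genotype. Filled points are wildtype and open points transgenic, and each of the 25 open points lies to the left of its filled point; with size factors the 25 changes keep this direction.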

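Genes of fatty acid oxidation, cytokines, chemokines and NF-κB signalling were higher as groups in transgenic mice, and genes of PPAR signalling went both ways. Of 23 genes of fatty acid oxidation, 13 were higher and 0 lower past the threshold, with a median change of 2.24 and a relative median of 1.05. On the relative scale only 4 were higher, among them Acadl (2.44), Cpt1a (2.41) and Cpt1b (2.08), and Acsl1 was lower (-2.78). Of the exonic bases of Cpt1b, 81.4% are shared with another gene. Of 45 genes of PPAR signalling, 20 were higher and Fabp3 and Fads2 lower, and on the relative scale 13 were higher and 9 lower, with a median change of 1.62 and a relative median of 0.47. Those higher included the lipid droplet proteins Plin1 (2.99 and 120 RPKM in wildtype and transgenic mice) and Plin4 (7.00 and 222 RPKM) and Pck1, of glyceroneogenesis (4.34 and 144 RPKM), while Fabp3, a fatty acid carrier, had 1045 and 26.0 RPKM. Of the same 45 genes, 9 are also in the adipocyte marker lists. Of 18 adipocyte markers, 15 were higher and 0 lower (relative scale 9 and 0), with a relative median of 2.20, and Cfd, the adipokine adipsin, had 36.6 and 907 RPKM.

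**Figure D2:**
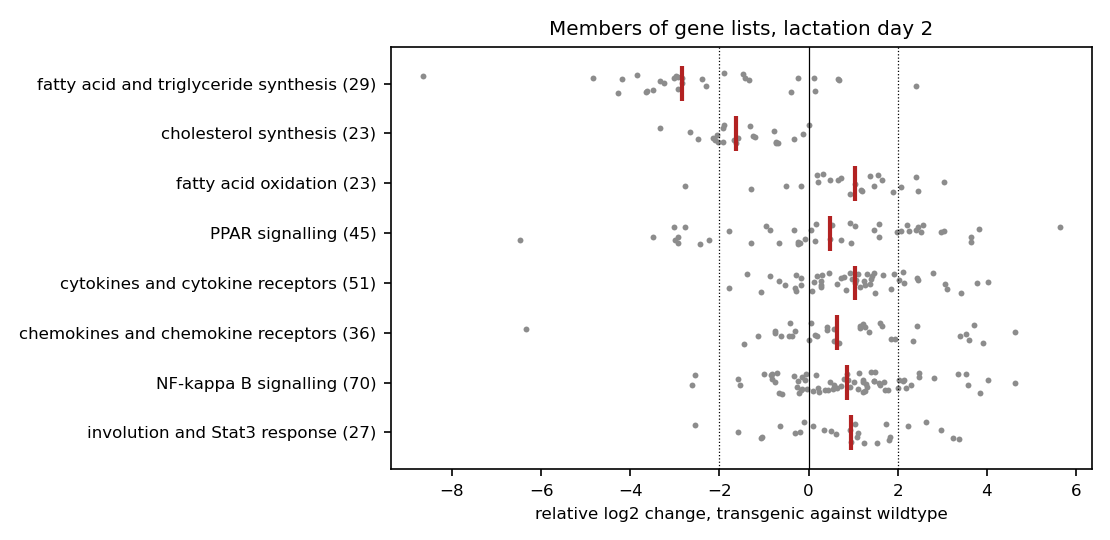
Relative log2 change of each member of 8 gene lists, transgenic against wildtype mice. Points are genes, red bars are list medians, the solid line is 0 and dotted lines mark the threshold of 2; the number of genes is given in parentheses. The medians of fatty acid and cholesterol synthesis lie at -2.85 and -1.63 and those of the other lists between 0.47 and 1.05. With library-size scaling the medians keep these signs.

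Of 51 cytokine and cytokine receptor genes, 24 were higher and 0 lower (relative scale 11 and 0), with a median change of 1.95 and a relative median of 1.05. Il2rg, the chain that several interleukin receptors share, had 0.919 and 49.0 RPKM, with 30.5% of its exonic bases shared with another gene, and lymphotoxin beta, Ltb, had 0.635 and 47.7 RPKM. Of 36 chemokine and chemokine receptor genes, 15 were higher and Ccl28, a chemokine of the mucosal epithelium, was lower (72.3 and 0.576 RPKM), and on the relative scale 8 were higher with Ccl28 still lower. Their median change was 1.67 and their relative median 0.63. The T cell chemokine Ccl5 had 1.49 and 51.4 RPKM, and Ccr7, the receptor that guides lymphocytes into lymph nodes, had 1 wildtype read and 1622 transgenic reads, with a counting interval of the log2 ratio from 6.43 to 14.22. Of 70 genes of NF-κB signalling, 30 were higher and 0 lower, with a median change of 1.77 and a relative median of 0.87. On the relative scale 15 were higher, and Tnfrsf11a (-2.61) and Lbp (-2.56), named after their values were seen, were lower. The T cell genes Lck (0.666 and 35.6 RPKM) and Lat (0.539 and 38.8 RPKM) were among the members with the largest changes. The median changes stood at percentile 100 of matched random lists for fatty acid oxidation, PPAR signalling, cytokines and NF-κB signalling and at 99.8 for chemokines. PPAR signalling fell to percentile 88.1 with no RPKM filter. Random lists make no allowance for members that vary together, so percentiles are not p values. Table S1, read before the lists were written, holds 7 NF-κB, 6 cytokine, 6 chemokine, 4 PPAR and 1 oxidation gene. Markers of immune cells moved with these groups. Of 14 B cell markers, 13 were higher and 0 lower (relative scale 12 and 0, relative median 2.98), and of 18 T cell markers, 13 were higher and 0 lower (11 and 0, relative median 2.47). Of 14 macrophage and monocyte markers, 10 were higher and 0 lower (4 and 0, relative median 1.56). Of 10 markers of lymph node stroma and high endothelial venules, 5 were higher and 0 lower on both scalings (relative median 1.92). Of these 10, Cr2 and Fcer2a are also B cell markers, and the relative median of the other 8 was 1.28. Of the NF-κB genes 6, of the chemokine genes 4 and of the cytokine genes 2 are also in these immune marker lists or that of natural killer cells. Of 13 fibroblast markers, 12 were higher and 0 lower (6 and 0, relative median 1.96), and of 12 endothelial markers, Eng and Cldn5 were higher (0 on the relative scale, relative median 0.59).

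**Figure D3:**
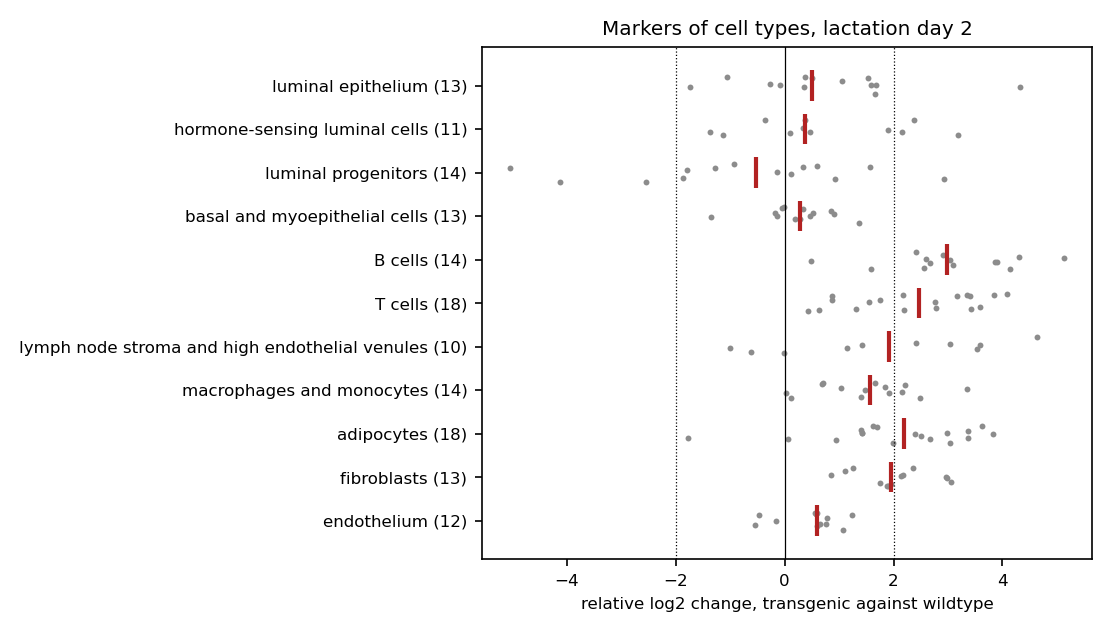
Relative log2 change of each marker of 11 cell types, transgenic against wildtype mice, drawn as points with the list median as a red bar and the threshold of 2 as dotted lines. Medians of B cell, T cell and adipocyte markers lie at 2.98, 2.47 and 2.20 and those of the luminal, basal and endothelial lists between -0.53 and 0.59. With library-size scaling the luminal progenitor median turns positive (0.53) and the others keep their sign.

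Over all genes kept, 16.1% were higher and 1.23% lower past the threshold (relative scale 4.17% and 3.66%). From its pathway analysis of the differentially expressed genes, the paper proposes that the altered pathways fit with a block of lactogenesis.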

Of note, pathway analysis of the differentially expressed genes identified by RNA-Seq in these cells suggest that fatty acid metabolism, PPAR, cytokine, chemokine, inflammation, and NF-κB pathways are significantly altered in transgenic mice based on analysis of differential gene expression (Table S2), which is consistent with lactogenesis blockage. Given that Stat5 has been reported to be involved in some of these differentially regulated pathways^30–32^, reduced p-Stat5 levels could be a cause or effect of these changes. We further examined p-Stat5 in HC11 mouse mammary cells overexpressing FOXC1. Immunoblotting showed that p-Stat5 levels were decreased in these cells compared with vector controls (Figure S3e). Taken together, these results suggest that FOXC1 overexpression impedes mammary lobuloalveolar differentiation and correlates with lower Elf5 and p-Stat5 levels in transgenic mammary glands at the lactation stage.

### The luminal progenitor population is increased in transgenic mice at lactation

It is known that a normal intact luminal epithelium is required for complete lobuloalveolar development^28^. To assess whether FOXC1 affects the differentiation of luminal epithelium to alveolar epithelium, we performed immunohistochemical staining of cytokeratin 8 (CK8) and CK5, established mammary luminal and basal epithelial cell markers, respectively. As shown in Fig. 4a, CK5 presented a similar staining pattern in the mammary glands at different stages of wildtype and transgenic mice, which is probably in part due to that the MMTV promoter is not active in the basal compartment. As expected, CK8 staining in wildtype mice was prominent in mammary tissues from the virgin, pregnancy, and involution stages, but was markedly reduced at the lactation stage^33^. In stark contrast, strong CK8 staining was observed in transgenic mice at the lactation stage (Fig. 4b), whereas its staining at the other stages was similar to wildtype mice. These data suggest that the alveolar differentiation of luminal epithelial cell is impaired by FOXC1 overexpression. Given that Elf5 deletion in the mammary gland leads to accumulation of the luminal progenitor population^27,34^, we proceeded to test whether the mammary progenitor pool could be augmented by the FOXC1 transgene expression. As shown in Fig. 4c, colony-forming assays in low-cell density adherent culture using isolated mammary epithelial cells from the lactation stage showed that the number of mammary progenitors, which produced discrete colonies, was markedly increased in transgenic mice compared with wildtype mice at the lactation stage. In contrast, no differences in progenitor numbers at the virgin and pregnancy stages were observed (Figure S4a), consistent with concomitant low FOXC1 transgene expression. Of note, when comparing the pregnancy and lactation stages, the progenitor number decreased in wildtype mice as reported, but increased 2 fold in transgenic mice. Furthermore, immunofluorescence staining revealed that the progenitor-derived colonies from wildtype mice contained CK8+ and CK5+ CK8+ cells, whereas the colonies from transgenic mice were largely comprised of CK8+ cells (Fig. 4d). To consolidate our studies, we performed colony formation assays in HC11 cells. As shown in Figure S4b, FOXC1 overexpression increased the colony-forming ability of HC11 cells. Taken together, these results indicate that the lactation failure in transgenic mice is associated with an increased mammary luminal cell population with progenitor properties.

**Figure 4:**
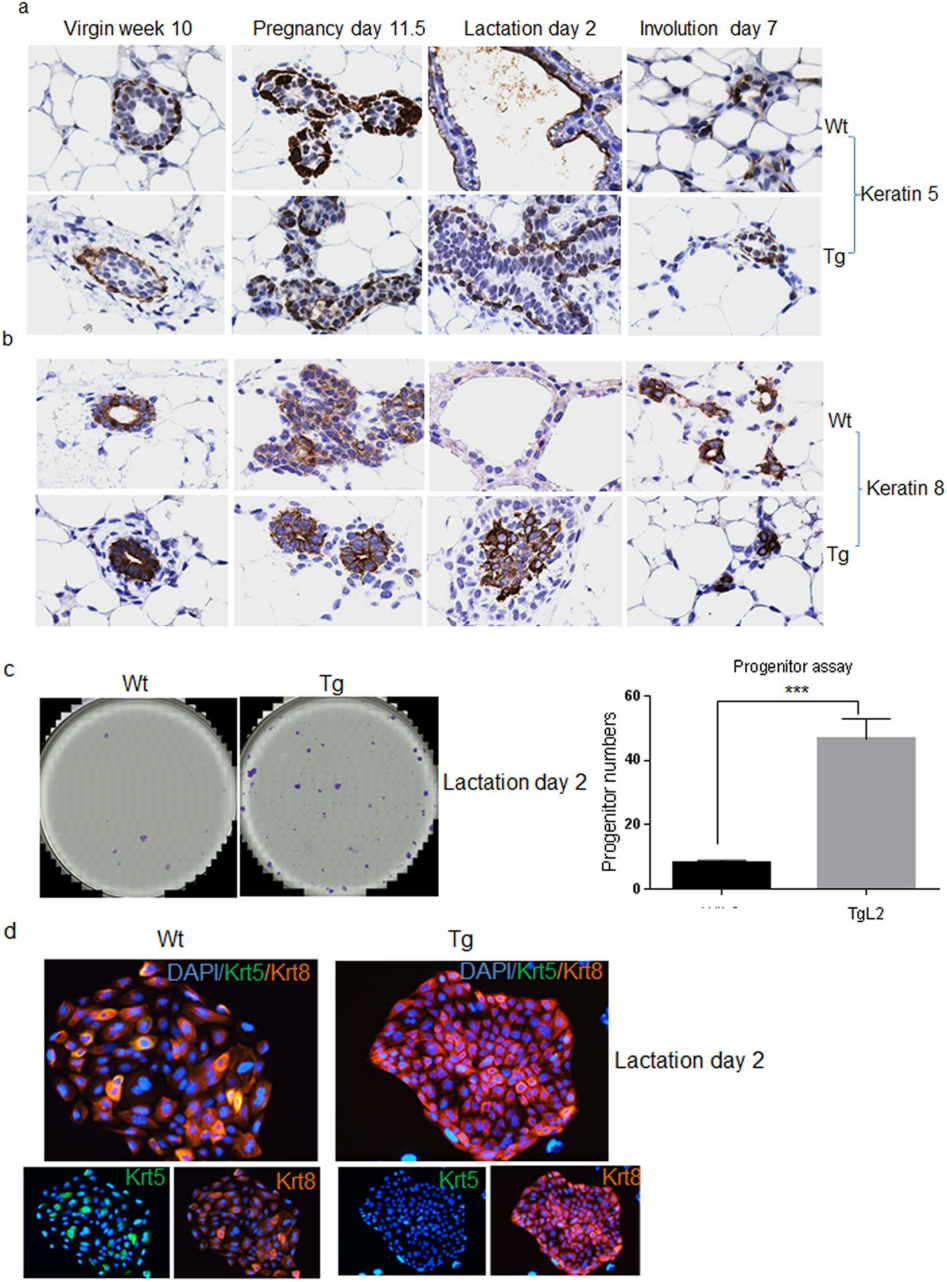
The luminal progenitor population is increased in transgenic mice at lactation. Immunohistochemistry of CK5 (**a**) and CK8 (**b**) in mammary epithelial cells collected at different time points: virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7 from the wildtype and transgenic mice. Magnification, ×40. (**c**) Colony-forming assays of epithelial cells from the wildtype and transgenic mice at lactation day 2. Images were obtained with magnification ×10. The bar graph indicates mean ± SD (n = 3). ***p < 0.001. (**d**) Immunofluorescence staining of CK5 and CK8 in the progenitor colonies of mammary epithelial cells from the wildtype and transgenic mice at lactation day 2. Magnification, ×40. See also Figure S4.

## Discussion

In the present study, we show that the mammary gland-specific FOXC1 overexpression mouse model displays a distinct phenotype of defective lobuloalveologenesis and lactogenesis, accompanied with a reduction in the levels of the two master regulators of lobuloalveolar development, Elf5 and activated Stat5, and an increase in mammary cells with luminal progenitor properties. It is possible that these protein and progenitor cell population changes may be a consequence of the lactation failure in transgenic mice. Our results are consistent with a previous report showing that FOXC1 expression is elevated in the mouse mammary luminal progenitor population^35^. In that study, FOXC1 was found to be unnecessary for mammary gland development at puberty when using orthotopic transplantation of FOXC1 knockout mammary anlagen. One explanation is the potential compensatory effect of FOXC2 and other FOX family members. Our result suggests that transgenic FOXC1 expression can disrupt mammary gland development.

One interesting observation of the MMTV-FOXC1 transgenic mice is a higher percentage of ER+ and PR+ mammary cells in the lactation stage compared with the pregnancy stage versus the diminished ER+ and PR+ cell numbers during lactation in wildtype mice. Generally, proliferation is incompatible with terminal differentiation, and down-regulation of ER and PR expression during lactation may be necessary to achieve lactogenic differentiation^36^. Thus, increase and maintenance of ER+ and PR+ cells during lactation may reflect impaired mammary gland differentiation due to FOXC1 overexpression. Of note, ER expression and activity can be suppressed by Elf5 in mammary cells^37^. It is thus possible that the drastic decrease of Elf5 expression in MMTV-FOXC1 mice may contribute to the increase of ER+ cells in the mammary gland at the lactation stage.

Another notable finding from our study is the reduction of Elf5 expression in transgenic mammary glands with FOXC1 overexpression. Elf5 dictates lobuloalveolar morphogenesis and mammary progenitor cell differentiation toward the secretory phenotype^34^. In light of our cell line data suggesting that Elf5 might act downstream of FOXC1, it is speculative that Elf5 may play a role in the effect of FOXC1 on lactogenesis. Stat5 is a direct downstream target of Elf5 and is a key mediator of other pathways involved in mammary development^38^. Because PR and PRLR expression was not reduced in transgenic mice, the decrease of p-Stat5 levels may be attributed, at least in part, to suppressed Elf5 expression and/or an altered cellular signing network comprising fatty acid metabolism and other pathways. Given that Elf5 deficiency in mammary cells causes expansion of luminal progenitors whereas its overexpression abolishes the progenitor pool and induces the differentiation of progenitors toward milk secretion, the marked reduction of Elf5 levels may implicate its role in the FOXC1-induced effect on mammary gland development and mammary progenitor cells. Moreover, Elf5 inhibits stem-like traits in breast cancer cells^39^. In contrast, FOXC1 has been reported to be essential for maintaining stem cell properties in normal and cancer cells as well as the microenvironment^17,40,41^. Further investigation of the underlying regulatory mechanism between the two genes may implicate the downregulation of Elf5 as a potential pivotal effector of FOXC1 function in mammary cells.

One clinical implication of our study lies in the mechanism of BLBC development. It is now widely accepted that BLBC originates from luminal epithelial progenitors and not from basal stem cells^42^. Given that FOXC1 has emerged as a specific diagnostic and prognostic biomarker for BLBC^14,15^ and that it induces luminal progenitor populations, overexpression of FOXC1 may cooperate with other breast cancer-associated genes or pathways to govern BLBC development. Moreover, FOXC1 transgenic mice may serve as a clinically relevant model, together with other breast cancer mouse models, to address the poorly understood mechanism of BLBC tumorigenesis and progression.

Although the MMTV promoter has been widely used to generate transgenic mouse models, which are instrumental in revealing the genetics and biology of mammary gland and breast cancer development, it has limitations. Its activity depends on hormones and genomic integration sites and has leaky expression in non-mammary tissues. One shortcoming of our current model is that we could not determine what effects FOXC1 overexpression would impose at earlier stages of mammary gland development when the promoter is not active. It is also desirable to explore whether FOXC1 overexpression in different mammary cell populations will give rise to similar phenotypes exhibited in MMTV-FOXC1 mice. Another unresolved question is whether the transgenic mammary gland with strong FOXC1 transgene induction at early lactation resembles a wildtype gland at later pregnancy stages. We hope to address these issues using other FOXC1 transgenic mouse models.

## Methods

### Reagents

All chemicals were purchased from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise stated. Dulbecco’s Modified Eagle Medium (DMEM) and DMEM/F12 were purchased from Thermo Scientific (Waltham, MA, USA). 0.25% Trypsin EDTA was from Corning (Houston, TX, USA). Penicillin-Streptomycin Solution was from Fisher (Houston, TX, USA). Gentle collagenase was purchased from Stem Cell Inc. (Vancouver, BC, Canada).

### Generation of MMTV- FOXC1 transgenic mice

All animal procedures were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of Cedars-Sinai Medical Center. FVB/NJ mice purchased from The Jackson Laboratory (Bar Harbor, ME, USA) were housed in a temperature- and light-controlled environment and fed with standard chow diet *ad libitum*. To generate transgenic mice, a linearized XbaI-SalI fragment of the MMTV-FOXC1 transgene was microinjected into the pronucleus of one-cell embryos collected from FVB/NJ mice. Transgene-positive pups (founder mice (F0)) were identified by PCR of genomic DNA extracted from the toe or tail biopsies. PCR was performed using a set of primers (Forward 5′-AGCAGCAGAACTTCCACTC-3′ and Reverse 3′-GATAGAATTAAACCTTATC-5′), KAPA Mouse DNA extraction Kit (75 °C for 10 min, 95 °C for 5 min, and 45 °C for 1 min) and KAPA 2 G Fast HotStart Genotyping PCR Kit (KAPA Biosystems, Wilmington, MA, USA) according to the following PCR program: 95 °C for 3 min followed by 35 cycles of temperature steps (95 °C for 30 s, 60 °C for 30 s, 72 °C for 45 s), 72 °C for 2 min. Western blot analysis was performed to test the expression level of MMTV-FOXC1 in mammary tissue lysates from different developing stages of F1 transgenic mice which were generated by breeding F0 and FVB/NJ mice. Two transgenic lines containing the highest expression of MMTV-FOXC1 were chosen for further study.

### Tissue collection

The day of the vaginal plug appearance was counted as pregnancy day 0.5. For mammary gland lactation, the day of delivery was considered as day 1. For involution, pups were removed (day 1) to induce the involution. When the number 4 mammary glands were collected for RNA analysis and progenitor assays, the lymph nodes were removed before digestion.

### Quantitative RT-PCR

RNA was extracted from mammary gland tissues using RNeasy Mini kit then was reverse-transcribed using QuantTect Reverse Transcription Kit (Qiagen, Valencia, CA). Transcript levels for targets related to Elf5 and PRLR were measured using the quantitative real-time iQ SYBR Green Supermix kit (Bio-Rad, Hercules, CA), and samples were normalized to endogenous GAPDH. Primer sequences are: Mouse long-form PRLR (5′-TGAGGACGAGCCGCTAATG-3′, 5′-GGTGTGTGGGTTTAACACCTTGA-3′), Mouse Elf5 (5′-TGGACTCCGTAACCCATAGC ACCT-3′, 5′-ATTGCTTAAGGGCTGATGGCATCG), Human Elf5 (5′-CAAGCATGTCACA GTCATAG, 5′-GTCAA CCCGCTCACCAATTC-3′).

### Western blot analysis

Proteins were extracted from mouse mammary tissue which was homogenized with RIPA lysis buffer (Sigma-Aldrich) and then centrifuged 20 min twice at 13,000 rpm. Protein concentration was determined by the BCA Protein Assay Kit (ThermoFisher, Waltham, MA). Proteins (50 ug) were run on 4–20% gradient gels and transferred onto PVDF membranes using a Trans-Blot Turbo transfer pack and Trans-Blot Turbo transfer system (Bio-Rad). Membranes were blocked with Odyssey blocking buffer (LI-COR) and incubated with primary antibodies overnight at 4 °C. The primary antibodies were FOXC1 (1:500, sc-21394, Santa Cruz), Actin (1:500, sc-1616, Santa Cruz), Elf5 (1:200, sc-9645, Santa Cruz), and Lamin A/C (1:500, sc-7292, Santa Cruz), p-Stat5 (1:200, 4322 s, Cell signaling), Stat5(A-9) (1:200, sc-74442, Santa Cruz).

### Mammary gland whole mount preparation

Mammary gland whole mount staining was performed following the standard procedure. In brief, both #4 inguinal mammary gland fat pads of FVB mice and MMTV-FOXC1 transgenic mice were excised at virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7, then were mounted on Superfrost slides (ThermoFisher), and fixed in ethanol/acetic acid solution (75% ethanol, 25% glacial acetic acid) overnight at room temperature. The fixed glands were washed in 70% ethanol for 15 min and rinsed in distilled water for 10 min (twice). The mammary glands were stained overnight at 4 °C in Carmine Alum (1 g carmine and 2.5 g aluminum potassium sulfate in 500 ml water) and were then dehydrated progressively in 70–95–100% ethanol, cleared in Toluene followed by methyl salicylate. Mammary gland whole mounts were photographed using a dissecting microscope from Carl Zeiss (Objective Plan S 1.0x FWD 81 mm).

### Immunohistochemistry

The #4 mammary glands from wildtype control mice and MMTV-FOXC1 transgenic mice were fixed in formalin (10%) and paraffin-embedded by the Cedars-Sinai Medical Center pathology lab. Sectioning and H&E staining were also performed. Immunohistochemistry was conducted using Vectastain ABC Kit (Vector laboratories) and ImmPACT DAB Kit (Vector). Sections were deparaffinized and rehydrated by xylene and gradient ethanol, respectively. An antigen retrieval method using microwave pretreatment and 0.01 M sodium citrate buffer (pH6) was used for all antibodies (Vector laboratories, Burlingame, CA). Primary antibodies were FOXC1 (1:100, sc-21394, Santa Cruz), Myc-Tag (1:100, #2272, Cell Signaling), ER (1:100, sc-542 Santa Cruz), PR (1:100, sc-538 Santa Cruz), Ki67 (1:100, 790–4286, Roche Diagnostics), Elf5 (1:100, sc-9645, Santa Cruz), Keratin 5 (1:100, 905501, Biolegend), Keratin 8 (1;100, DSHB), p-Stat5(1:100,9359 s, Cell Signaling). The signal was visualized using the VECTASTAIN ABC Systems (Vector laboratories). Counterstaining was performed with Mayer’s hematoxylin (Sigma). The percentages were calculated by comparing stained nuclei to total nuclei in epithelial cells.

### Immunofluorescence staining

Slides underwent de-paraffinization and were rehydrated, then blocked with 5% BSA, incubated with primary antibodies (FOXC1, 1:100, Onconostic Technologies; PRL-R, 1:100, sc-30225, Santa Cruz; Keratin 5, 1:100, 905501, Biolegend; Keratin 8, 1:100, DSHB) overnight at 4 °C and secondary antibodies (Alexa Fluor 488 and 594; 488 and 546, Life Technologies) for 1 hour at room temperature. The nuclei were stained with DAPI (Life Technologies). Images were acquired with a fluorescence microscope (ThermoFisher EVOS FL Auto Cell Imaging System).

### Isolation of mammary epithelial cells and colony-forming assays

Mammary epithelial cells (MECs) were isolated from mammary glands of wildtype and transgenic mice at pregnancy day 11.5 and lactation day 2 using the EasySep™ Kit (STEMCELL Technologies) according to the manufacturer’s instruction. In brief, mammary glands #3 and #4 (without lymph nodes) were collected and minced with disposable scalpels in 10 cm culture dishes. 5 mL of digestion buffer (DMEM medium containing 1% Pen strep, 10% FBS, 10% gentle collagenase) was added and incubated in a 37 °C hybridization oven for 15 hrs with gentle rotation until no clumps remained. Digested tissues were pelleted by centrifugation at 1000 rpm for 8 min. Accutase (Innovative Cell Technologies, San Diego, CA) was used to dissociate the organoids to obtain mostly single cells. Then the mouse epithelial cell enrichment EasySep™ kit was used to isolate the epithelial cells by sequentially adding the cocktail of Biotinylated antibodies, EasySep™ Biotin Selection cocktail, EasySep™ Magnetic Nanoparticles, and then cells were incubated with the magnet. The enriched epithelial cells were counted and 20,000 cells were seeded in 60 mm plates, cultured for 10 days in EpiCult-B Mouse Medium (StemCell Technologies) supplemented with rhEGF (02633), rhbFGF (02634), Heparin (07980, StemCell Technologies). Then the cells were fixed in 10% formalin for 10 min and stained with crystal violet solution. HC11 cells were seeded in 6-well plates and transfected with pCMV6 vector and pEGFP-FOXC1 plasmid. After 6 days of culture, colonies were stained. The images were taken using an EVOS FL Auto fluorescence microscope (Life Technologies, Carlsbad, CA).

### Chromatin Immunoprecipitation

Approximately 5 × 10^6^ cells of HC11 cells were subjected to ChIP assays, which were conducted using the EZ-ChIP Chromatin Immunoprecipitation Kit (EMD Millipore) according to the manufacturer’s manual. Five micrograms of antibodies were used for each pull-down assay. Immunoprecipitated DNA fragments were purified with the QIAquick Spin Kit (Qiagen) and analyzed by PCR. The primers are *ELF5* forward (5′-TGCCTAGTGATACAGGGTCTCAT-3′) and *ELF5* reverse (5′-CCAACACTCAGGCGGCAGAT-3′). Anti-RNA polymerase II antibody and primers are provided in the ChIP Kit as positive controls.

### RNA-Seq Analysis

RNA was extract form the tissue slides using the RecoverAll™ Total Nucleic Acid Isolation Kit (ThermoFisher). Libraries for RNA-Seq were prepared with Kapa Hyper Prep Kits with RiboErase. The workflow consists of rRNA depletion, cDNA generation, and end repair to generate blunt ends, A-tailing, adaptor ligation and PCR amplification. Different adaptors were used for multiplexing samples in one lane. Sequencing was performed on Illumina Hiseq. 3000 for a single read 50 run. Data quality check was done on Illumina SAV. Demultiplexing was performed with Illumina Bcl2fastq2 v 2.17 program. Tophat2 (2.0.7)^43^ was applied to align sequencing reads to the reference mouse genome (GRCm38/mm10). The relative gene expression RPKM and read counts were estimated using SAMMate (2.7.4)^44^ and Ensembl database (Mus Musculus.GRCm38.82). Protein coding genes with at least 2 RPKM on average in either condition were used to perform the differential gene expression analysis (MMTV-FOXC1 transgenic vs. wildtype mice) using DESeq. 2^45^. The *p*-values of multiple tests were adjusted using Benjamini-Hochberg’s method^46^ and the significant level was designed as FDR < 0.01 and |log2 FC| > 2. RNA-Seq data in this study is available in the NCBI GEO database under the accession number GSE104443. Pathway enrichment analysis of differentially expressed genes was performed using DAVID^47^.

## Electronic supplementary material

Supplementary information

# Supplementary material for: Inhibition of lobuloalveolar development by FOXC1 overexpression in the mouse mammary gland
**Source:** Sci Rep. 2017 Oct 25;7:14017. doi: 10.1038/s41598-017-14342-8
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

Title: Inhibition of lobuloalveolar development by FOXC1 overexpression in the mouse mammary gland

Authors: Bowen Gao¹, Ying Qu¹, Bingchen Han¹, Yoshiko Nagaoka², Makoto Katsumata², Nan Deng³, Shikha Bose⁴, Liting Jin^{1,5}, Armando E. Giuliano¹, Xiaojiang Cui¹

Supplementary Figure Legends

Figure S1. Generation of MMTV-FOXC1 transgenic mice.

(a) Illustration of the MMTV-FOXC1 expression construct. (b) Identification of founder mice using PCR analysis of mouse tail genomic DNA. (c) Immunohistochemistry analysis for tissue specificity of FOXC1 transgene expression in heart, liver, spleen, lung, kidney, intestine, pancreas, ovary, brain, and stomach tissues isolated from wildtype and transgenic mice.

Figure S2. Effect of FOXC1 overexpression on Ki67+ mammary cells.

Immunohistochemistry of Ki67 in mammary gland tissues collected at different development stages: virgin week 10, pregnancy day 11.5, lactation day 2, and involution day 7 from wildtype and transgenic mice. Magnification, x60. Comparison of percentage of Ki67+ cells at pregnancy day 11.5 and lactation day 2 from wildtype and transgenic mice is graphed. The bar graph represents mean $\pm$ SD (n = 5). **, p < 0.01.

Figure S3. Effect of FOXC1 overexpression on PRLR, Elf5, and p-Stat5 levels.

Total RNA was isolated from the mammary tissue of wildtype and transgenic mice at lactation day 2. Real-time RT-PCR was performed. (a) Comparison of PRLR expression. (b) Comparison of Elf5 expression. The bar graph represents mean $\pm$ SD (n = 3). **, p < 0.01. (c) Immunohistochemistry of Elf5 in the wildtype and transgenic mice at virgin week 10 and early pregnancy day 11.5. (d) Recruitment of FOXC1 to the Elf5 promoter region containing a potential bind site (at -1360 bp from the transcription start site) was tested by ChIP-PCR analysis. The RNA Polymerase II (Pol II) protein and associated PCR primers were used as positive controls. (e) Comparison of p-Stat5 levels in vector- and FOXC1-transfected HC11 cells by immunoblotting. Cells were treated with vehicle or prolactin (1 μ g/ml) for 30 min before cell lysates were harvested. For the full-length image, see Figure S5.

Figure S4. Colony-forming assays with mouse epithelial cells.

(a) Colony-forming assays with mouse epithelial cells from wildtype and transgenic mice at pregnancy day 11.5. The bar graph indicates mean $\pm$ SD (n = 3). Same results of virgin week 10 were also observed (data not shown). (b) Colony-forming assays with vector- and FOXC1-transfected HC11 mouse epithelial cells. The bar graph indicates mean $\pm$ SD (n = 3). The images were obtained with magnification x10. ***, $p < 0.001$.

Figure S5. Full-length western blot images.

(a) Full-length western blot image for Figure 1a. (b) Full-length western blot image for Figure 3c. (c) Full-length western blot image for Figure S3e.

Figure S1

a

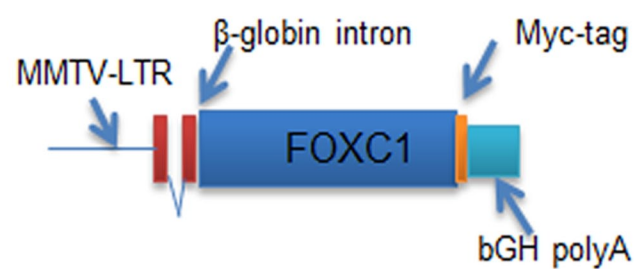

b

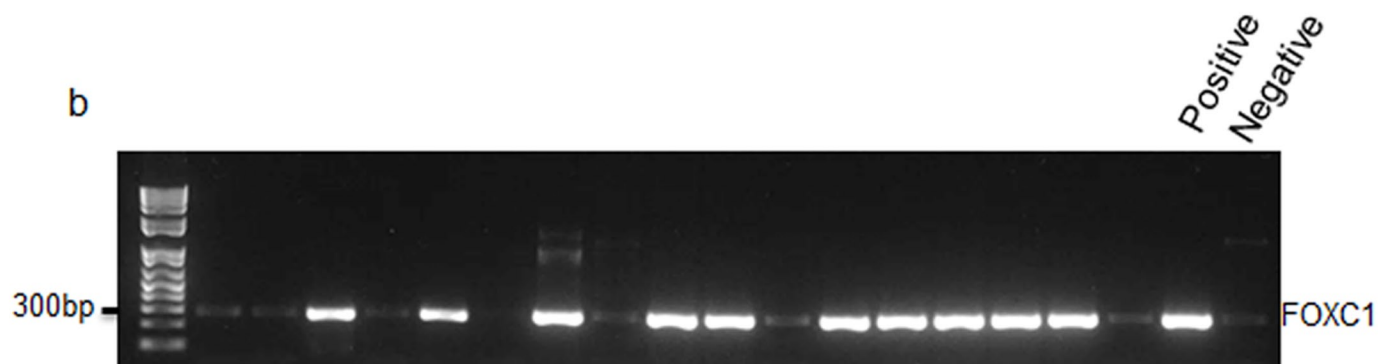

c

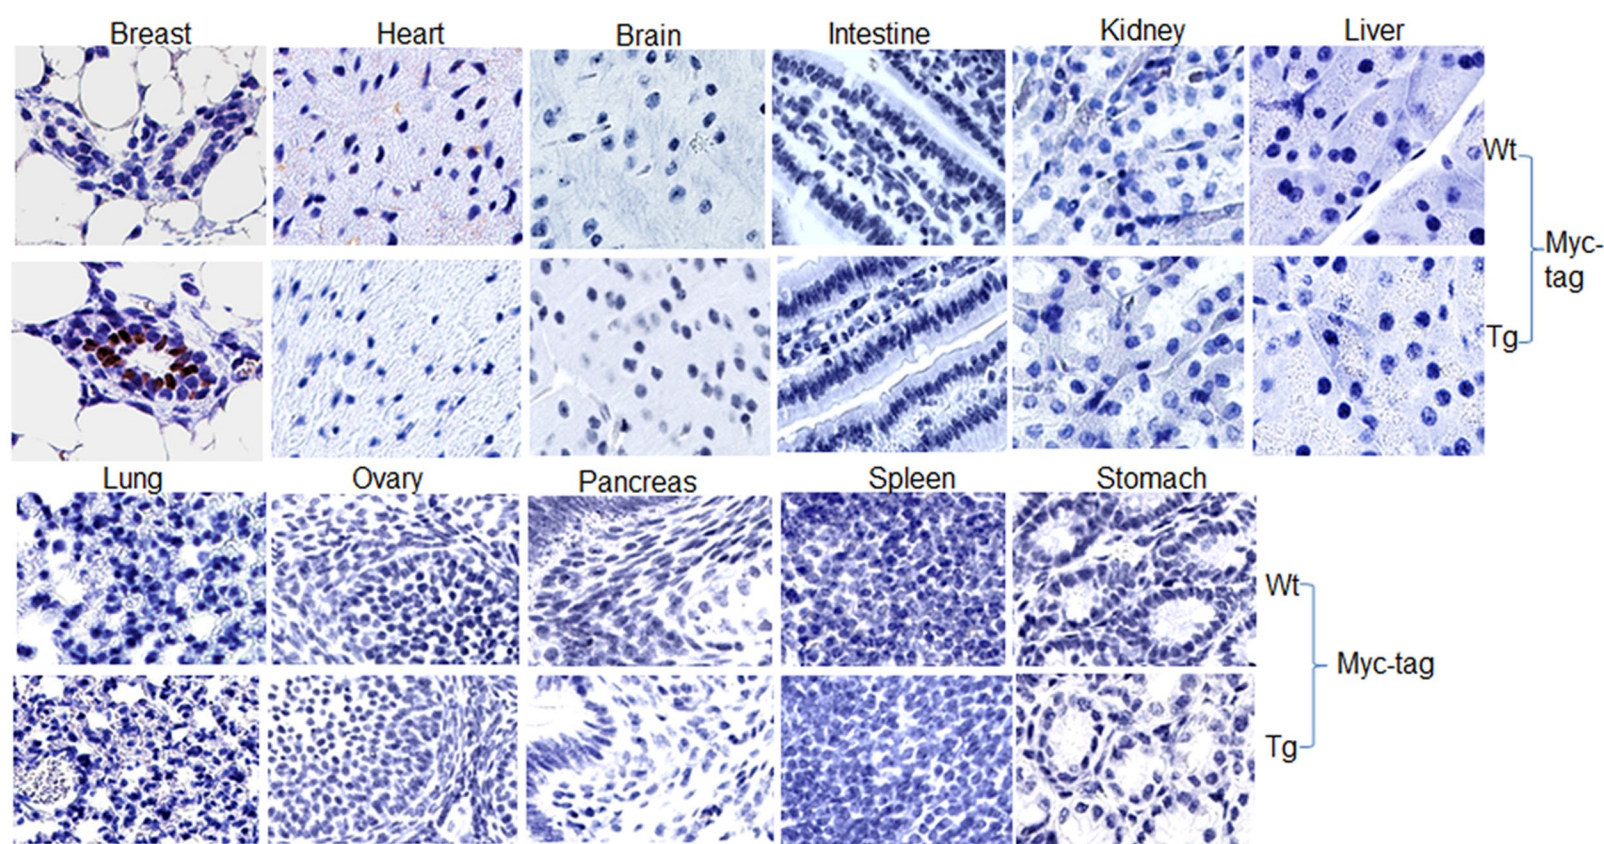

Figure S2

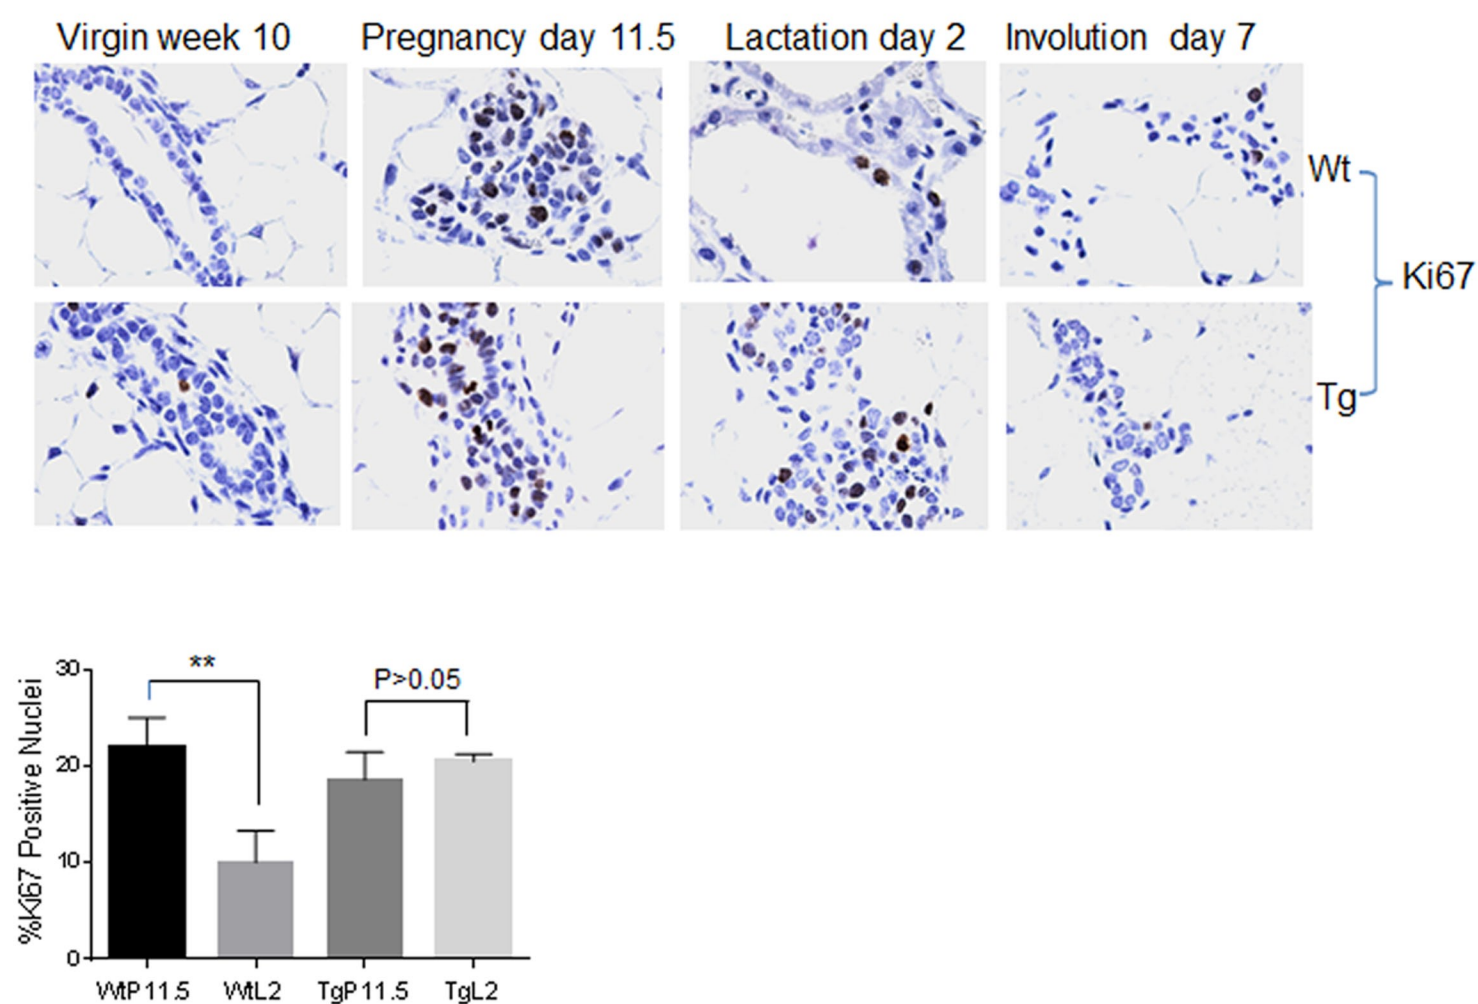

Figure S3

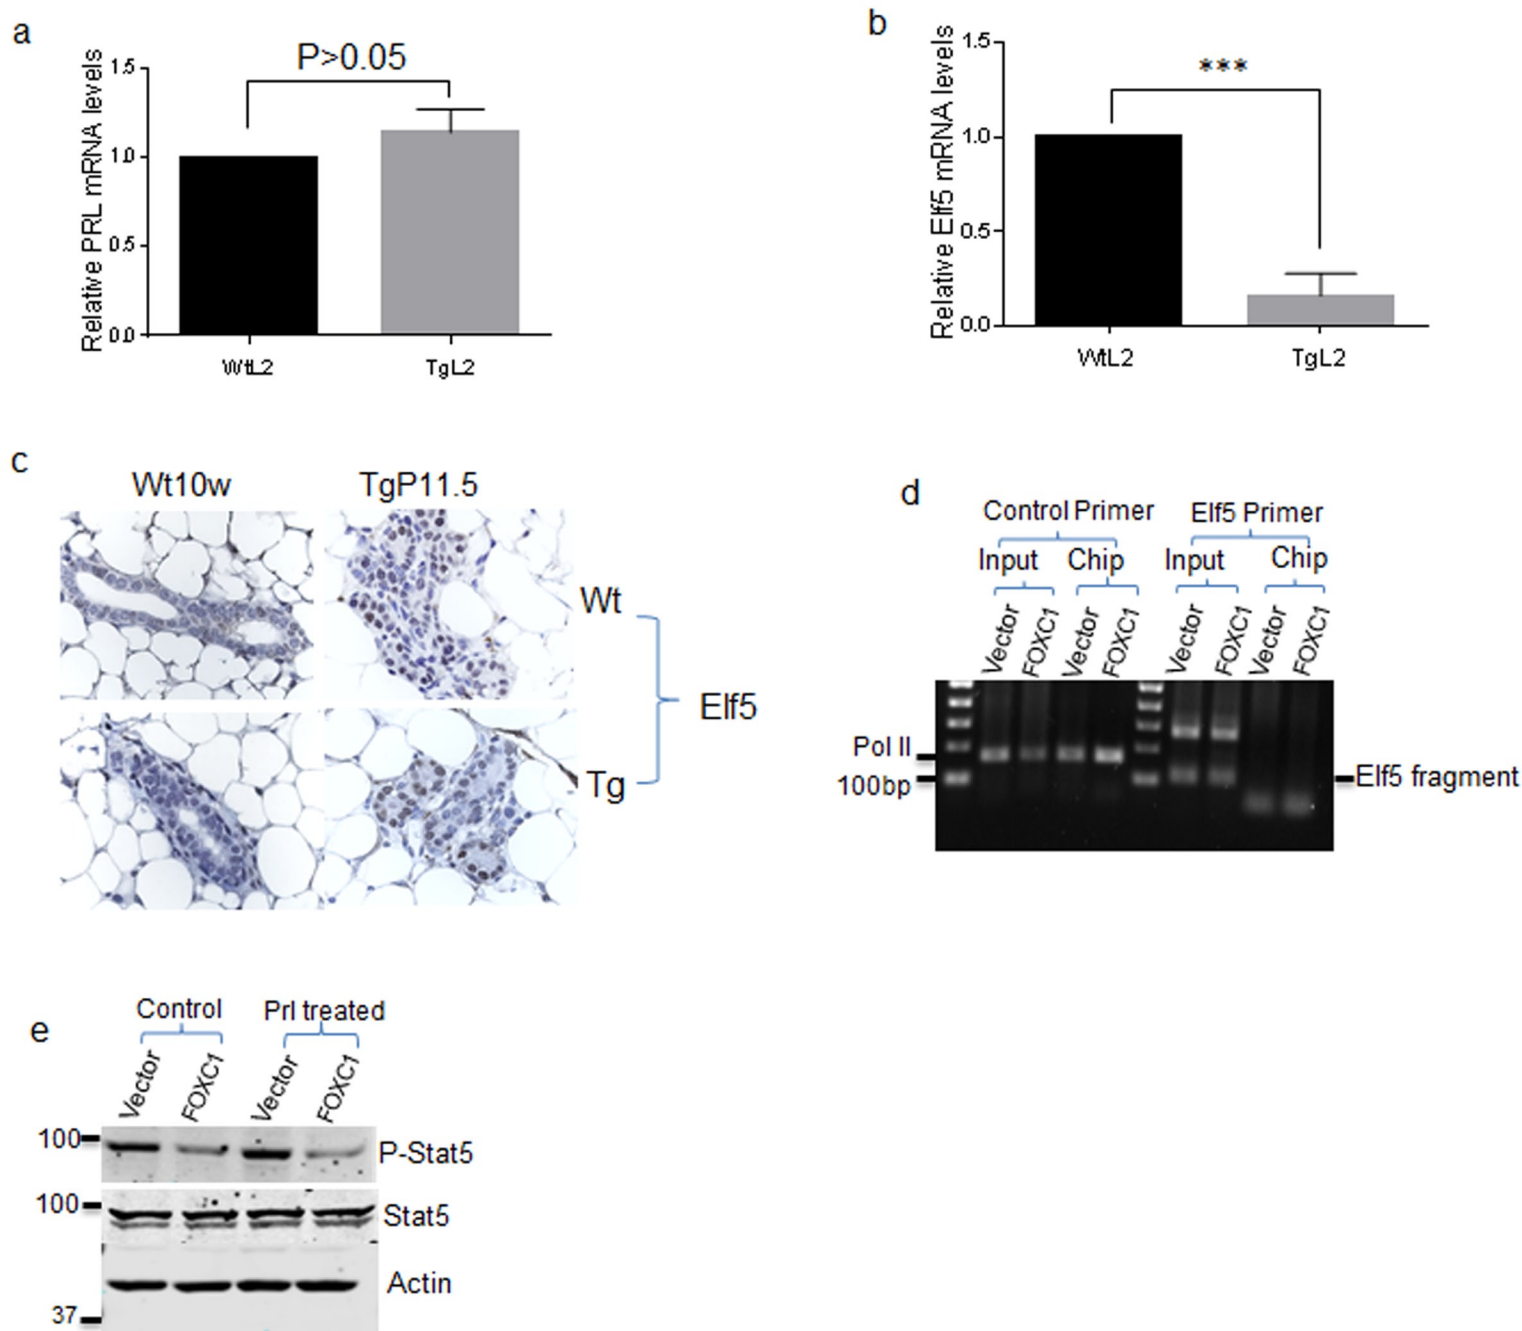

Figure S4

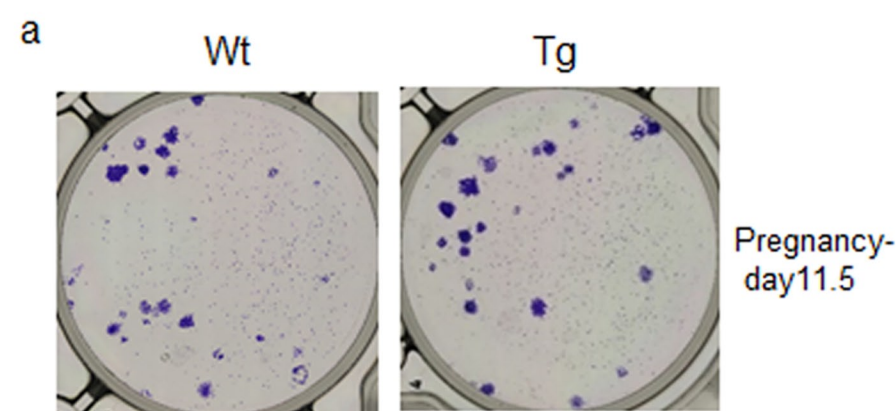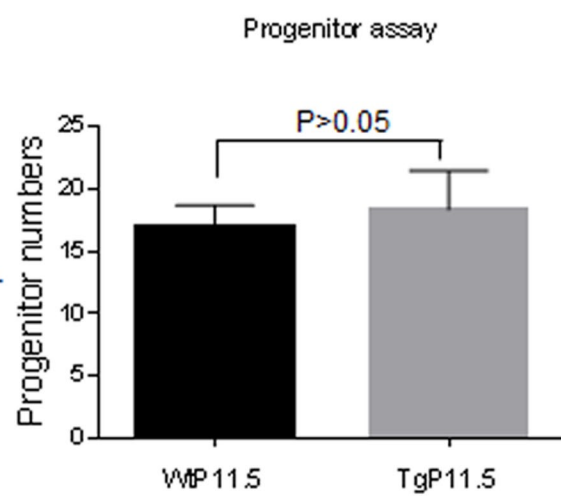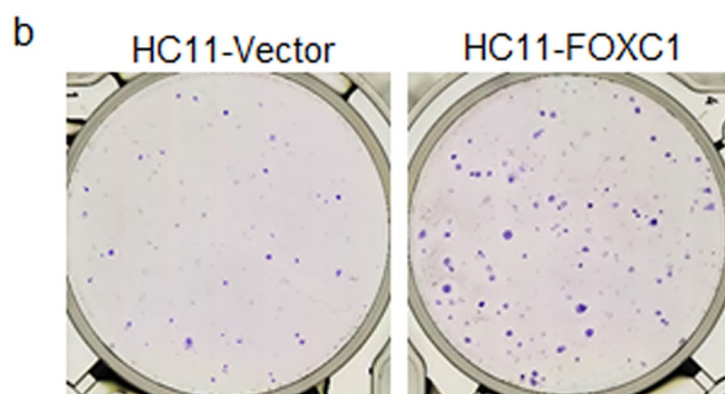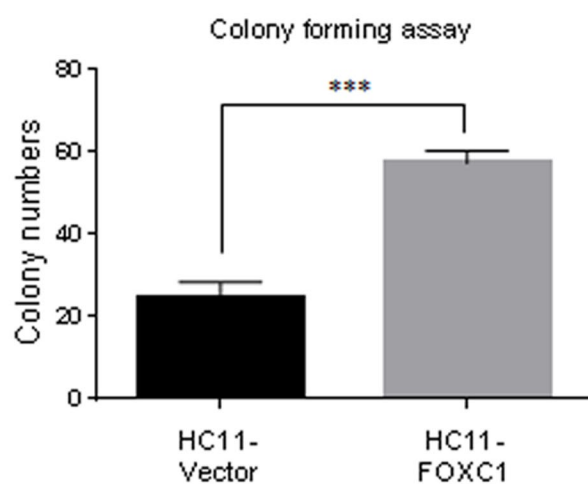

Figure 1a, full-length image

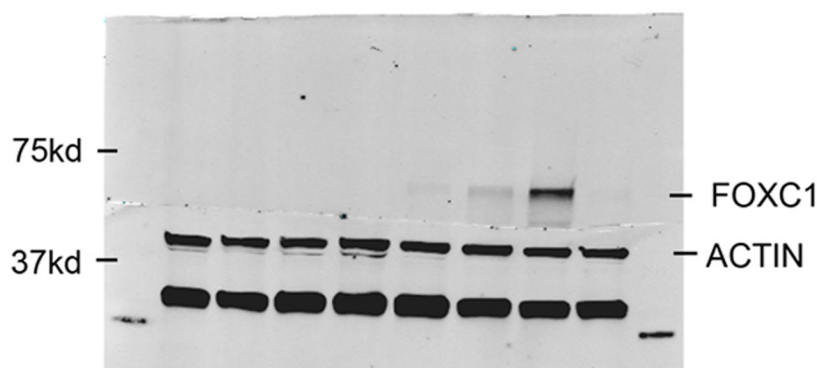

Figure 3c, full-length image

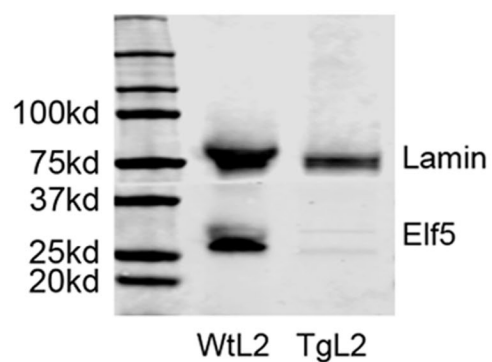

Figure S.3e, full length image

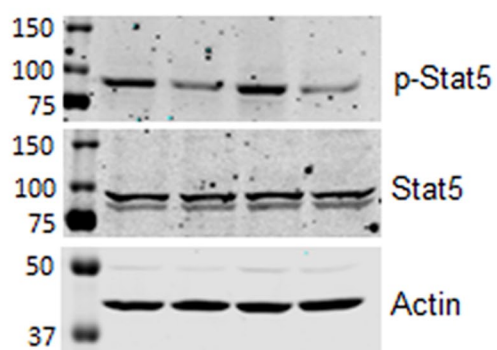

Supplementary Table S1. Top differentially expressed genes in the mammary glands between wildtype and transgenic mice.

RNA Seq was performed using total RNA isolated from the mammary tissue of wildtype (Wt) and transgenic (Tg) mice at day 2 of the lactation stage, followed by gene expression analysis (for details, see Materials and Methods). Top 200 up- or down-regulated genes (Tg/Wt) are listed.

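Ranked by log2 of RPKM + 1, which gives weakly expressed genes a smaller change than the values of Table S1, the genes lowest in transgenic mice were mostly milk genes, and those highest included Ucp1 and genes of lymphocytes. Among genes past the threshold with every column of a genotype above every column of the other, the 10 with the lowest log2 change were the casein genes Csn1s2b, Csn1s2a (-9.11), Csn1s1 (-8.28), Csn2 (-7.21) and Csn3 (-6.69), together with Wap (-9.24), Olah (-7.84), Lao1, an amino acid oxidase (-7.10), Slc34a2, a phosphate transporter (-6.32), and Atp2b2, a calcium pump of the secretory cell (-6.20). The 10 with the highest were Ucp1, the uncoupling protein of brown fat (6.29), Alox12e, an epidermal lipoxygenase (5.97), the B cell receptor gene Cd79a (5.86), Fcgbp (5.59), the leukocyte genes Coro1a (5.51) and Hmha1 (5.44), the lymphoid chemokine Ccl21a (5.30), the T cell gene Cd3e (5.06), Sept1 (5.04) and Ifi27l2a (5.03). Their relative log2 changes ran from 3.90 for Ifi27l2a to 5.64 for Ucp1, and each of the 20 kept its direction on both scalings. Ucp1 had 1 wildtype read and 4760 transgenic reads, with a counting interval of the log2 ratio from 7.99 to 15.77, and the near-identical gene copies of Ccl21a in the genome limit its value. Of the 13118 genes kept by the RPKM filter, 2106 were higher and 161 lower past the threshold, so that 92.9% of the called genes were higher. After size factors 547 were higher and 480 lower, and 547 higher and 161 lower genes were called on both scalings. All 400 genes of Table S1 were found, 1 of them by its name only, and all 400 changed in the direction the paper lists. With reads in both genotypes, 320 of 321 lay within 0.05 of the paper's log2 fold change once the size factors were applied and no pseudocount was added. On the main scale 320 of the 400 were past the threshold, 169 higher and 151 lower. Over these genes, which are not independent replicates, the Pearson correlation with the paper's values was 0.911 and the Spearman correlation 0.806. Table S1 came from these same libraries and holds only genes with large changes. Direction, match and correlation therefore check the computation and are not independent evidence.

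**Figure D4:**
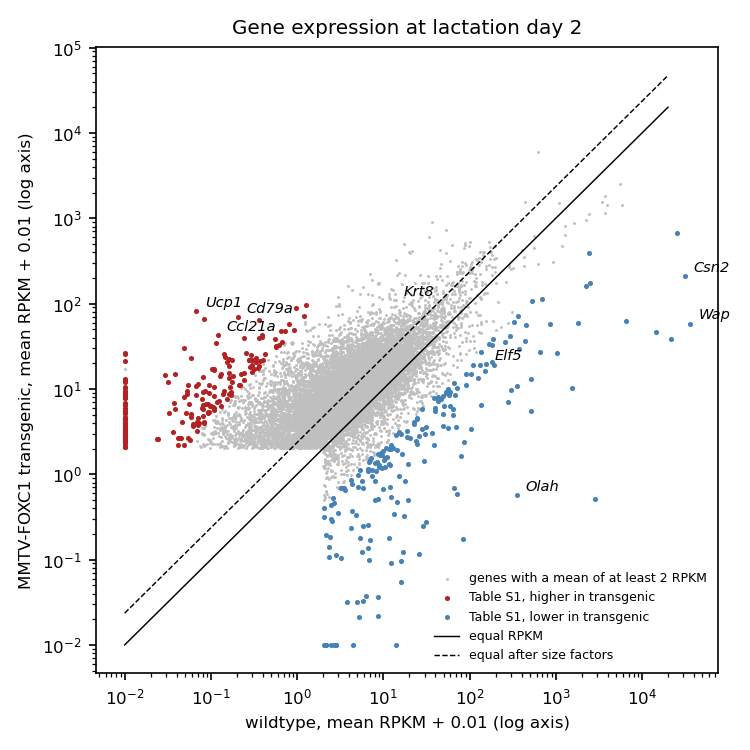
Mean RPKM + 0.01 of each gene kept by the filter in wildtype (x axis) and transgenic mice (y axis) at lactation day 2, both on log axes. Red and blue points are genes of Table S1, the solid line marks equal RPKM and the dashed line equal values after size factors (2.36-fold), and the blue points of the caseins and Wap lie at the lower right.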

Top Differentially Regulated Genes (Tg/Wt)

GeneID	GeneName	Log2FoldChange	FoldChange	Pvalue	FDR	Filter
ENSMUSG00000006269	Atp6v1b1	10.98262904	2023.488641	3.07E-05	5.42E-05	1
ENSMUSG000000042474	Fcmr	10.39396911	1345.539575	8.03E-05	0.000136368	1
ENSMUSG000000027368	Dusp2	10.00440619	1027.132222	0.000147579	0.000244252	1
ENSMUSG000000043635	Adamts3	10.0028433	1026.020113	0.000147786	0.000244563	1
ENSMUSG000000047861	Foxi1	9.920269646	968.944113	0.000167803	0.000276481	1
ENSMUSG000000073406	H2-BI	9.878448248	941.2591985	0.000190496	0.000312327	1
ENSMUSG000000040276	Pacsin1	9.733665028	851.3833272	0.000222706	0.000363681	1
ENSMUSG000000022416	Cacna1i	9.720156931	843.4489438	0.000227819	0.000371662	1
ENSMUSG000000018924	Alox15	9.712302336	838.8693566	0.000229859	0.000374663	1
ENSMUSG000000055546	Timd4	9.698497614	830.8807448	0.000234672	0.000382223	1
ENSMUSG000000059994	Fcrl1	9.641912066	798.9226748	0.000255599	0.000415277	1
ENSMUSG000000026009	Icos	9.550414267	749.8271567	0.000292353	0.000472767	1
ENSMUSG000000071715	Ncf4	9.407216569	678.9759053	0.000365891	0.000586624	1
ENSMUSG000000031710	Ucp1	9.227819144	599.5844442	1.63E-10	4.05E-10	1
ENSMUSG000000051397	Tacstd2	9.17654334	578.6484603	0.000503073	0.000796729	1
ENSMUSG000000034959	5031414D18Rik	9.13902447	563.7940609	0.000530351	0.000837302	1
ENSMUSG000000063011	Msln	9.106388701	551.1834277	0.000561479	0.000884636	1
ENSMUSG000000020607	Fam84a	9.082375983	542.0852655	0.000576363	0.000906888	1
ENSMUSG000000038421	Fcrla	9.079555119	541.0263758	0.000586767	0.00092239	1
ENSMUSG000000020732	Rab37	9.070371127	537.5932177	0.000589693	0.00092653	1
ENSMUSG000000022382	Wnt7b	9.070166078	537.5168155	0.000586521	0.000922208	1
ENSMUSG000000027656	Wisp2	9.064096042	535.260003	0.000589909	0.000926647	1
ENSMUSG000000022876	Samsn1	9.0235646	520.4315446	0.000624803	0.000978296	1
ENSMUSG000000068758	Il3ra	8.985078334	506.7317214	0.000659254	0.00102978	1
ENSMUSG000000029671	Wnt16	8.968746629	501.0277252	0.000674466	0.001052414	1
ENSMUSG000000092130	D030025P21Rik	8.965429283	499.8769809	0.000679858	0.001059946	1
ENSMUSG000000063975	Slco1a5	8.932151888	488.4787147	0.000710429	0.001105111	1
ENSMUSG000000024334	H2-Oa	8.827336971	454.248195	0.00083556	0.001290273	1
ENSMUSG000000027297	Ltk	8.764315961	434.8324995	0.000895241	0.001378377	1
ENSMUSG000000094065	Gm21541	8.72199798	422.2629855	0.000949681	0.00145826	1
ENSMUSG000000073878	Gm13304	8.702472617	416.5865981	0.000975967	0.001496871	1
ENSMUSG000000022435	Upk3a	8.678405397	409.6946938	0.001012842	0.001550707	1
ENSMUSG000000038754	Elovl3	8.650223215	401.7692153	0.001052961	0.001608752	1
ENSMUSG000000026322	Htr4	8.604334344	389.1909475	0.001118779	0.001704942	1
ENSMUSG000000041673	Lrrc18	8.587293074	384.6208265	0.00113968	0.001735181	1
ENSMUSG000000018907	Alox12e	8.576627955	381.7880018	4.51E-17	1.51E-16	1
ENSMUSG000000004612	Nkg7	8.539363625	372.0528151	0.0012172	0.001848273	1
ENSMUSG000000036596	Cpz	8.498812683	361.740842	0.001300008	0.001969227	1
ENSMUSG000000038599	Capn8	8.44327093	348.0789911	0.001386802	0.002094171	1
ENSMUSG000000061414	Cracr2a	8.370564246	330.9717443	0.001521677	0.002286262	1
ENSMUSG000000030724	Cd19	8.365875472	329.8978287	6.89E-09	1.56E-08	1
ENSMUSG000000042451	Mybph	8.355582636	327.552565	0.001552257	0.002329602	1
ENSMUSG000000049086	Bmyc	8.33534062	322.9888654	0.001597366	0.002392037	1
ENSMUSG000000036526	Card11	8.297012891	314.5210774	9.20E-09	2.07E-08	1
ENSMUSG000000048450	Msx1	8.288537827	312.6788502	0.001711379	0.002554023	1
ENSMUSG000000036813	Entpd8	8.28339843	311.5669576	0.001707268	0.002548759	1
ENSMUSG000000074228	Gm10645	8.207397024	295.5783978	0.001894738	0.002818366	1
ENSMUSG000000003484	Cyp4f18	8.185095667	291.044444	0.001948299	0.002893771	1
ENSMUSG000000074625	Arhgap40	8.139087002	281.9092492	0.002061624	0.003054137	1
ENSMUSG000000066607	6030419C18Rik	8.138816896	281.8564742	0.002104733	0.00311378	1
ENSMUSG000000039760	Il22ra2	8.133155963	280.752676	0.002075133	0.003072762	1
ENSMUSG000000026011	Ctla4	8.10955583	276.1973812	0.002146291	0.003172041	1
ENSMUSG000000039481	Nrtn	8.097433994	273.886433	0.002184933	0.003225881	1
ENSMUSG000000090863	A530084C06Rik	8.054916695	265.9325744	0.002299415	0.003384239	1

ENSMUSG00000028871	Rspo1	8.054886312	265.9269739	0.002294925	0.00337801	1
ENSMUSG00000021013	Ttc8	8.029958789	261.3716379	0.002376078	0.00349276	1
ENSMUSG00000067341	H2-Eb2	7.978575261	252.2263622	0.002533666	0.003716082	1
ENSMUSG00000039476	Prrx2	7.904936264	239.6751067	0.002779841	0.004059893	1
ENSMUSG00000014030	Pax5	7.883742253	236.1798793	1.18E-14	3.57E-14	1
ENSMUSG00000022057	Adamdec1	7.870147871	233.9648305	0.002901098	0.004228981	1
ENSMUSG00000079014	Serpina3i	7.775595298	219.1227244	0.003299401	0.00477985	1
ENSMUSG00000024670	Cd6	7.773445231	218.7964061	7.42E-08	1.57E-07	1
ENSMUSG00000041750	Cd1d2	7.768068768	217.9825394	0.003296057	0.004775533	1
ENSMUSG00000035930	Chst4	7.706323793	208.8500665	0.003572198	0.00515626	1
ENSMUSG00000037944	Ccr7	7.674633299	204.3124486	1.10E-07	2.32E-07	1
ENSMUSG00000054200	Ffar4	7.650020535	200.8563879	0.0038216	0.005491483	1
ENSMUSG00000024535	Snx24	7.64198994	199.7414501	0.003863067	0.00554803	1
ENSMUSG00000050742	Olfr164	7.616856484	196.2918528	0.003980159	0.005708071	1
ENSMUSG00000043644	0610009L18Rik	7.600134231	194.0297726	0.004058369	0.005818326	1
ENSMUSG00000023755	Rhebl1	7.591520524	192.8747563	0.00414033	0.005931293	1
ENSMUSG00000043219	Hoxa6	7.512578065	182.6044439	0.004516293	0.006444548	1
ENSMUSG00000032172	Olfr2	7.485280303	179.1818009	0.004668187	0.00665261	1
ENSMUSG00000094947	Gm3944	7.466667539	176.8849556	0.004791072	0.006818844	1
ENSMUSG00000043687	1190005I06Rik	7.419639259	171.2119107	0.005085445	0.007211985	1
ENSMUSG00000094686	Ccl21a	7.370820586	165.5152785	3.39E-07	6.92E-07	1
ENSMUSG00000064109	Hcst	7.309703175	158.649941	0.005807978	0.008186209	1
ENSMUSG00000097187	Gm19426	7.235170884	150.6619068	0.006297514	0.008834434	1
ENSMUSG00000030379	Cd79a	7.214433853	148.5118101	5.49E-18	1.91E-17	1
ENSMUSG00000028445	Enho	7.133177933	140.3784756	0.007087163	0.009900895	1
ENSMUSG00000047501	Cldn4	7.110437691	138.1831305	3.52E-12	9.51E-12	1
ENSMUSG00000015396	Cd83	6.744107138	107.1959907	3.14E-06	6.00E-06	1
ENSMUSG00000045322	Tlr9	6.732254881	106.3189448	3.32E-06	6.34E-06	1
ENSMUSG00000001436	Slc19a1	6.575316186	95.3602548	5.62E-06	1.05E-05	1
ENSMUSG00000070000	Fcho1	6.512955908	91.32613717	2.00E-10	4.94E-10	1
ENSMUSG00000014453	Blk	6.472585863	88.80603789	7.76E-06	1.44E-05	1
ENSMUSG00000030905	Crym	6.44368273	87.04459002	8.64E-06	1.60E-05	1
ENSMUSG00000079563	Pglyrp2	6.431002093	86.28285999	8.97E-06	1.66E-05	1
ENSMUSG00000037337	Map4k1	6.381707143	83.38448938	4.71E-10	1.14E-09	1
ENSMUSG00000040592	Cd79b	6.334160445	80.68118928	6.16E-10	1.48E-09	1
ENSMUSG00000044217	Aqp5	6.326298439	80.24271076	1.27E-05	2.32E-05	1
ENSMUSG00000006777	Krt23	6.317073253	79.73124285	1.30E-05	2.37E-05	1
ENSMUSG00000013338	Fer1l4	6.30565402	79.10264442	1.33E-05	2.43E-05	1
ENSMUSG00000024669	Cd5	6.28378111	77.91240319	8.69E-10	2.07E-09	1
ENSMUSG00000047730	Fcgbp	6.265772049	76.94587325	3.73E-160	8.58E-159	1
ENSMUSG00000046782	4921506M07Rik	6.263901054	76.84614875	1.65E-05	2.98E-05	1
ENSMUSG00000035896	Rnase1	6.195892568	73.30768634	1.90E-05	3.41E-05	1
ENSMUSG00000064246	Chil1	6.194724664	73.24836564	1.19E-17	4.07E-17	1
ENSMUSG00000000486	Sept1	6.172438376	72.1255433	1.79E-21	7.00E-21	1
ENSMUSG00000045165	AI467606	6.159490681	71.48113717	1.91E-09	4.48E-09	1
ENSMUSG00000034833	Tespa1	5.985562595	63.36273019	3.66E-05	6.42E-05	1
ENSMUSG00000027239	Mdk	5.971098608	62.73065007	5.71E-09	1.30E-08	1
ENSMUSG00000024598	Fbn2	5.943052242	61.52292721	5.44E-20	2.02E-19	1
ENSMUSG00000026581	Sell	5.902217652	59.80597216	3.01E-34	1.66E-33	1
ENSMUSG00000023078	Cxcl13	5.797313371	55.61157806	1.59E-08	3.52E-08	1
ENSMUSG00000013707	Tnfaip8l2	5.775944984	54.79396066	6.83E-05	0.000116791	1
ENSMUSG00000092021	Gbp11	5.772887584	54.67796269	7.47E-05	0.00012713	1
ENSMUSG00000031933	Izumo1r	5.766006598	54.41779512	7.02E-05	0.000119995	1
ENSMUSG00000035451	Foxa1	5.732132121	53.15494921	2.89E-15	8.97E-15	1
ENSMUSG00000041538	H2-Ob	5.712247169	52.42732999	1.38E-18	4.90E-18	1
ENSMUSG00000037922	Bank1	5.709784395	52.33790947	5.40E-22	2.15E-21	1
ENSMUSG00000052013	Btla	5.687893322	51.54974272	4.55E-15	1.40E-14	1

ENSMUSG00000039883	Lrrc17	5.636804373	49.75619897	0.000102721	0.000172733	1
ENSMUSG00000040740	Slc25a34	5.607228992	48.74657638	0.000111902	0.000187355	1
ENSMUSG00000030798	Cd37	5.594893904	48.33156831	6.56E-44	4.41E-43	1
ENSMUSG00000040247	Tbc1d10c	5.585820037	48.02853962	2.37E-24	1.01E-23	1
ENSMUSG00000093668	Pou5f2	5.577079384	47.7384356	0.000122738	0.000204845	1
ENSMUSG00000033826	Dnah8	5.522315178	45.96026395	4.68E-49	3.42E-48	1
ENSMUSG00000031779	Ccl22	5.492902938	45.03275817	1.96E-20	7.39E-20	1
ENSMUSG00000025163	Cd7	5.486832785	44.84368049	0.000157403	0.000259921	1
ENSMUSG00000034634	Ly6d	5.478667226	44.59058514	6.37E-11	1.62E-10	1
ENSMUSG00000045502	Hcar2	5.453833848	43.8296073	0.000182967	0.000300508	1
ENSMUSG00000069267	Hist1h3b	5.41610324	42.69819681	0.000196453	0.000321892	1
ENSMUSG00000026390	Marco	5.323920108	40.05526849	0.00024909	0.000405003	1
ENSMUSG00000030707	Coro1a	5.285222619	38.99514523	2.00E-82	2.40E-81	1
ENSMUSG00000038415	Foxq1	5.247153507	37.97961845	3.35E-07	6.83E-07	1
ENSMUSG00000051506	Wdfy4	5.246746123	37.96889539	1.42E-88	1.85E-87	1
ENSMUSG00000050357	Rltpr	5.227862939	37.47516536	6.54E-13	1.83E-12	1
ENSMUSG00000024402	Lta	5.191045765	36.53090943	0.000359864	0.000577668	1
ENSMUSG00000000673	Haoa	5.160766197	35.77218154	0.000388788	0.000622345	1
ENSMUSG00000050600	Zfp831	5.15519926	35.63441315	4.83E-29	2.35E-28	1
ENSMUSG00000037849	Gm4955	5.140385427	35.27038521	0.000407627	0.000651627	1
ENSMUSG00000074766	Ism1	5.129998364	35.01735873	0.000422841	0.000674633	1
ENSMUSG00000037280	Galnt6	5.124120576	34.8749822	1.26E-20	4.81E-20	1
ENSMUSG00000030244	Gys2	5.11958713	34.76556499	6.60E-07	1.32E-06	1
ENSMUSG000000091938	Gm2564	5.116930652	34.701609	6.63E-07	1.33E-06	1
ENSMUSG000000051457	Spn	5.116018651	34.67967927	9.93E-37	5.78E-36	1
ENSMUSG00000043931	Gimap7	5.090682126	34.07595362	8.09E-07	1.61E-06	1
ENSMUSG00000035697	Hmha1	5.03523673	32.79119856	2.55E-147	5.48E-146	1
ENSMUSG00000022696	Sidt1	5.003454307	32.07671077	1.77E-45	1.22E-44	1
ENSMUSG00000059674	Cdh24	4.994171112	31.87097196	0.000608028	0.000953054	1
ENSMUSG00000024399	Ltb	4.994087626	31.8691277	2.07E-27	9.58E-27	1
ENSMUSG00000042345	Ubash3a	4.969089421	31.32167412	3.61E-09	8.31E-09	1
ENSMUSG00000025473	Adam8	4.965312747	31.23978777	3.58E-09	8.24E-09	1
ENSMUSG00000094958	3110021N24Rik	4.953625215	30.98773098	0.00066706	0.001041354	1
ENSMUSG00000031725	Ces1f	4.943037497	30.76114921	3.45E-14	1.02E-13	1
ENSMUSG00000030742	Lat	4.934166083	30.57257328	4.15E-19	1.49E-18	1
ENSMUSG00000100621	Gm28374	4.929913835	30.48259532	0.000713016	0.001108873	1
ENSMUSG00000000682	Cd52	4.922789324	30.33243312	1.29E-26	5.86E-26	1
ENSMUSG00000005465	Il27ra	4.920022431	30.27431539	4.45E-24	1.88E-23	1
ENSMUSG00000034041	Lyl1	4.899859772	29.8541538	1.78E-11	4.64E-11	1
ENSMUSG00000066366	Serpina1a	4.899791341	29.85273778	0.000769804	0.001192523	1
ENSMUSG00000020728	Cep112	4.89373452	29.72767068	2.09E-06	4.03E-06	1
ENSMUSG00000041481	Serpina3g	4.872217238	29.28758311	2.27E-06	4.37E-06	1
ENSMUSG00000092277	Gm19684	4.869175544	29.22589992	0.000839066	0.001295383	1
ENSMUSG00000032271	Nnmt	4.85026127	28.84523817	2.57E-06	4.93E-06	1
ENSMUSG00000000142	Axin2	4.846140108	28.76295724	2.42E-23	9.98E-23	1
ENSMUSG00000079015	Serpina1c	4.844049774	28.72131251	0.000893906	0.001376806	1
ENSMUSG00000031722	Hp	4.837641486	28.59401861	8.64E-26	3.83E-25	1
ENSMUSG00000027875	Hmgcs2	4.828879905	28.42089152	7.36E-21	2.82E-20	1
ENSMUSG00000023828	Slc22a3	4.805493226	27.96389129	1.17E-08	2.62E-08	1
ENSMUSG00000018168	Ikzf3	4.804193661	27.93871303	8.13E-61	7.16E-60	1
ENSMUSG00000025017	Pik3ap1	4.800612945	27.86945617	1.41E-20	5.36E-20	1
ENSMUSG00000020424	Gatsl3	4.792279773	27.708943	0.001054592	0.001610868	1
ENSMUSG00000010660	Plcd1	4.78357487	27.54225673	1.48E-08	3.29E-08	1
ENSMUSG00000026413	Pkp1	4.762847415	27.14938128	2.53E-41	1.62E-40	1
ENSMUSG00000020926	Adam11	4.761909454	27.13173598	3.48E-13	9.87E-13	1
ENSMUSG00000023906	Cldn6	4.745693781	26.82848682	0.001151952	0.001753459	1
ENSMUSG00000029061	Mmp23	4.745686179	26.82834545	4.35E-06	8.24E-06	1

ENSMUSG00000038775	Vill	4.729465397	26.52839332	4.07E-13	1.15E-12	1
ENSMUSG00000040938	Slc16a11	4.718571255	26.32882539	5.31E-06	9.99E-06	1
ENSMUSG00000024331	Dsc2	4.71672448	26.29514377	9.98E-11	2.51E-10	1
ENSMUSG00000024176	Sox8	4.708011235	26.13681126	5.20E-06	9.78E-06	1
ENSMUSG00000078141	Gm2399	4.697468121	25.94650151	0.001340213	0.002027319	1
ENSMUSG00000032093	Cd3e	4.685064636	25.72438419	3.22E-42	2.09E-41	1
ENSMUSG00000054474	Thns12	4.669243852	25.44382832	0.001372956	0.002074457	1
ENSMUSG00000030830	Itgal	4.636495388	24.87277187	1.45E-54	1.16E-53	1
ENSMUSG00000054320	Lrrc36	4.61844564	24.56352389	0.001552299	0.002329602	1
ENSMUSG00000052087	Rgs14	4.609125673	24.4053523	2.71E-10	6.65E-10	1
ENSMUSG00000044734	Serpinb1a	4.603525633	24.31080285	8.62E-06	1.59E-05	1
ENSMUSG00000052142	Rasal3	4.592925935	24.13284226	4.07E-64	3.76E-63	1
ENSMUSG00000028159	Dapp1	4.584139492	23.98631271	1.22E-16	3.99E-16	1
ENSMUSG00000071005	Ccl19	4.580935057	23.93309475	2.27E-12	6.20E-12	1
ENSMUSG00000047959	Kcna3	4.571412201	23.77563883	3.84E-10	9.34E-10	1
ENSMUSG00000068227	Il2rb	4.568315185	23.7246547	1.24E-20	4.71E-20	1
ENSMUSG00000034059	Ypel4	4.561844126	23.61847854	9.86E-06	1.82E-05	1
ENSMUSG00000041515	Irf8	4.555374103	23.51279442	1.65E-62	1.48E-61	1
ENSMUSG00000000244	Tspan32	4.539120843	23.24938812	2.00E-16	6.50E-16	1
ENSMUSG00000064023	Klk8	4.534669853	23.17776986	0.00191649	0.002848783	1
ENSMUSG00000051998	Lax1	4.529981694	23.10257398	4.38E-12	1.18E-11	1
ENSMUSG00000030091	Nup210	4.515639715	22.87404671	4.08E-68	4.04E-67	1
ENSMUSG00000044628	Rnf208	4.510841586	22.79809836	0.00209008	0.0030928	1
ENSMUSG00000055805	Fmn1	4.507329335	22.74266373	4.08E-66	3.91E-65	1
ENSMUSG00000000409	Lck	4.50409899	22.6917975	7.00E-43	4.61E-42	1
ENSMUSG00000031304	Il2rg	4.498722715	22.60739276	4.06E-49	2.97E-48	1
ENSMUSG00000092463	Gm20489	4.496482584	22.57231658	6.67E-12	1.78E-11	1
ENSMUSG00000047003	Zfp41	4.494910319	22.54773043	1.35E-05	2.46E-05	1
ENSMUSG00000015355	Cd48	4.48681044	22.42149296	1.46E-05	2.64E-05	1
ENSMUSG00000030170	Wnt5b	4.480812911	22.32847648	1.04E-09	2.47E-09	1
ENSMUSG00000048138	Dmrt2	4.456764123	21.9593603	1.29E-07	2.71E-07	1
ENSMUSG00000020437	Myo1g	4.447690204	21.82167899	7.58E-52	5.81E-51	1
ENSMUSG00000034384	Barhl2	-3.482579508	0.089462104	1.95E-76	2.18E-75	1
ENSMUSG00000022790	Igsf11	-3.484184196	0.089362652	5.70E-102	8.41E-101	1
ENSMUSG00000030031	Kbtbd8	-3.487947799	0.089129832	2.21E-73	2.36E-72	1
ENSMUSG00000016526	Dyrk3	-3.4879935	0.089127009	7.00E-45	4.80E-44	1
ENSMUSG00000027995	Tlr2	-3.505700769	0.088039773	4.03E-182	1.06E-180	1
ENSMUSG00000025289	Prdx4	-3.513027485	0.087593797	3.99E-259	1.50E-257	1
ENSMUSG00000041617	Ccdc74a	-3.513260983	0.087579621	7.62E-50	5.65E-49	1
ENSMUSG00000000594	Gm2a	-3.514168376	0.087524554	0	0	1
ENSMUSG00000000792	Slc5a5	-3.526335662	0.086789501	1.70E-88	2.20E-87	1
ENSMUSG00000030659	Nucb2	-3.532460961	0.086421797	0	0	1
ENSMUSG00000000983	Wfdc18	-3.533896254	0.086335861	0	0	1
ENSMUSG00000024530	Slmo1	-3.540228046	0.085957775	6.97E-138	1.41E-136	1
ENSMUSG00000024665	Fads2	-3.545457126	0.085646783	0	0	1
ENSMUSG00000040601	Nlrp4a	-3.551488715	0.085289461	4.46E-51	3.37E-50	1
ENSMUSG00000039168	Dap	-3.552207227	0.085246994	0	0	1
ENSMUSG00000035653	Lrfr5	-3.555196593	0.085070539	1.09E-162	2.55E-161	1
ENSMUSG00000043557	Mdga1	-3.561059397	0.084725532	7.27E-139	1.48E-137	1
ENSMUSG00000096024	Gm17174	-3.570859538	0.084151947	4.61E-75	5.06E-74	1
ENSMUSG00000024066	Xdh	-3.579408854	0.083654743	0	0	1
ENSMUSG00000030110	Ret	-3.591580402	0.082951944	2.17E-102	3.22E-101	1
ENSMUSG00000032313	Al118078	-3.624759273	0.081065998	2.61E-42	1.70E-41	1
ENSMUSG00000043487	Acot6	-3.626335557	0.080977474	2.74E-163	6.46E-162	1
ENSMUSG00000044165	Bcl2l15	-3.63960437	0.080236119	1.90E-63	1.74E-62	1
ENSMUSG00000061013	Mkx	-3.646934714	0.079829472	7.47E-164	1.77E-162	1
ENSMUSG00000003528	Slc25a1	-3.656078446	0.079325117	0	0	1

ENSMUSG00000049307	Fut4	-3.663946388	0.078893684	8.91E-154	1.99E-152	1
ENSMUSG00000032532	Cck	-3.675923367	0.078241435	2.23E-71	2.32E-70	1
ENSMUSG00000050270	Tmem220	-3.679779895	0.078032563	6.24E-186	1.68E-184	1
ENSMUSG00000046352	Gjb2	-3.680988203	0.077967236	0	0	1
ENSMUSG00000006221	Hspb7	-3.69322929	0.077308492	1.04E-197	2.99E-196	1
ENSMUSG00000090223	Pcp4	-3.695199643	0.077202981	4.98E-26	2.22E-25	1
ENSMUSG00000020532	Acaca	-3.697171594	0.077097528	0	0	1
ENSMUSG00000004031	Brinp2	-3.703992355	0.076733887	2.77E-113	4.56E-112	1
ENSMUSG00000022351	Sqle	-3.719538949	0.075911436	0	0	1
ENSMUSG00000017390	Aldoc	-3.722185159	0.075772326	0	0	1
ENSMUSG00000044468	Fam46c	-3.723712199	0.075692166	0	0	1
ENSMUSG00000018846	Pank3	-3.730011432	0.075362392	0	0	1
ENSMUSG00000006345	Ggt1	-3.731396992	0.075290049	1.39E-185	3.72E-184	1
ENSMUSG00000022033	Pbk	-3.743777228	0.074646725	2.91E-37	1.71E-36	1
ENSMUSG00000021591	Glrx	-3.753668669	0.074136681	0	0	1
ENSMUSG00000040434	Gylt1b	-3.760775407	0.07377238	0	0	1
ENSMUSG00000019913	Sim1	-3.762191466	0.073700005	2.31E-83	2.82E-82	1
ENSMUSG00000002769	Gnmt	-3.766318407	0.073489482	5.16E-28	2.43E-27	1
ENSMUSG00000022756	Slc7a4	-3.772189733	0.07319101	2.70E-153	6.02E-152	1
ENSMUSG00000001542	Ell2	-3.782196768	0.072685088	0	0	1
ENSMUSG00000020638	Cmpk2	-3.79178734	0.072203504	1.25E-244	4.41E-243	1
ENSMUSG000000095139	Pou3f2	-3.798560033	0.071865341	2.66E-71	2.76E-70	1
ENSMUSG000000062609	Kcnj15	-3.799660935	0.071810522	0	0	1
ENSMUSG000000044465	Fam160a2	-3.801487339	0.07171967	0	0	1
ENSMUSG00000015653	Steap2	-3.811030985	0.071246799	0	0	1
ENSMUSG00000046598	Bdh1	-3.815899688	0.071006766	3.36E-208	1.01E-206	1
ENSMUSG00000033998	Kcnk1	-3.82868034	0.070380504	0	0	1
ENSMUSG000000051727	Kctd14	-3.831731751	0.070231801	0	0	1
ENSMUSG00000028435	Aqp3	-3.848389314	0.069425558	2.53E-56	2.10E-55	1
ENSMUSG00000026415	Fcamr	-3.852171929	0.069243769	1.70E-78	1.96E-77	1
ENSMUSG00000022150	Dab2	-3.858657671	0.068933177	0	0	1
ENSMUSG00000035686	Thrsp	-3.876384802	0.068091343	0	0	1
ENSMUSG00000043629	1700019D03Rik	-3.878784905	0.067978159	6.77E-262	2.57E-260	1
ENSMUSG00000043782	Ccdc64b	-3.88703454	0.067590554	2.64E-111	4.29E-110	1
ENSMUSG00000064356	mt-Atp8	-3.891225267	0.067394503	0	0	1
ENSMUSG00000020614	Fam20a	-3.891742649	0.067370338	0	0	1
ENSMUSG00000022270	Fam134b	-3.934890593	0.065385267	0	0	1
ENSMUSG00000027459	Fam110a	-3.942914955	0.0650226	0	0	1
ENSMUSG00000010601	Apol7a	-3.976692966	0.0635179	4.24E-105	6.47E-104	1
ENSMUSG00000040010	Slc7a5	-3.985014944	0.063152561	0	0	1
ENSMUSG00000011034	Slc5a1	-3.985678074	0.06312354	5.49E-192	1.53E-190	1
ENSMUSG00000073906	Olfr692	-3.988771193	0.062988349	1.98E-11	5.17E-11	1
ENSMUSG00000039552	Rsph4a	-3.995634039	0.062689427	7.41E-100	1.07E-98	1
ENSMUSG00000053461	Hhipl2	-4.020851018	0.061603195	7.75E-253	2.82E-251	1
ENSMUSG00000022309	Angpt1	-4.021460664	0.061577168	1.93E-196	5.49E-195	1
ENSMUSG00000022479	Vdr	-4.031295419	0.061158828	0	0	1
ENSMUSG00000022885	St6gal1	-4.041462695	0.060729332	0	0	1
ENSMUSG00000030428	Ttyh1	-4.051263737	0.060318161	0	0	1
ENSMUSG00000070511	Gm10295	-4.057400104	0.060062149	1.71E-105	2.62E-104	1
ENSMUSG00000024526	Cidea	-4.062286437	0.059859065	0	0	1
ENSMUSG00000011179	Odc1	-4.068113349	0.059617788	0	0	1
ENSMUSG00000009633	G0s2	-4.069346057	0.059566869	0	0	1
ENSMUSG00000019852	Arfgef3	-4.070986534	0.059499175	2.61E-199	7.58E-198	1
ENSMUSG00000029802	Abcg2	-4.081081055	0.059084313	0	0	1
ENSMUSG00000062542	Syt9	-4.114130914	0.057746171	7.32E-168	1.78E-166	1
ENSMUSG00000002308	Cd320	-4.146983573	0.05644605	2.52E-177	6.47E-176	1
ENSMUSG00000032091	Tmprss4	-4.162132853	0.055856429	5.06E-97	7.11E-96	1

ENSMUSG00000028003	Lrat	-4.176567378	0.055300358	2.51E-191	6.98E-190	1
ENSMUSG00000040013	Fkbp6	-4.203639374	0.054272329	1.14E-176	2.92E-175	1
ENSMUSG00000020917	Acly	-4.216631637	0.053785771	0	0	1
ENSMUSG00000046410	Kcnk6	-4.218664943	0.05371002	0	0	1
ENSMUSG00000027186	Elf5	-4.228455064	0.053346778	0	0	1
ENSMUSG00000090460	Gm17511	-4.256732199	0.05231135	2.97E-83	3.61E-82	1
ENSMUSG00000044645	Gm7334	-4.276792655	0.051589002	3.16E-188	8.70E-187	1
ENSMUSG00000029234	Tmem165	-4.286649703	0.051237727	0	0	1
ENSMUSG00000028655	Mfsd2a	-4.288991391	0.051154629	1.28E-105	1.96E-104	1
ENSMUSG00000035189	Ano4	-4.310865359	0.050384879	3.41E-191	9.46E-190	1
ENSMUSG00000017868	Sgk2	-4.336877898	0.049484555	4.19E-39	2.55E-38	1
ENSMUSG00000025165	Sectm1a	-4.342487363	0.049292523	1.65E-85	2.08E-84	1
ENSMUSG00000040035	Disp2	-4.363951945	0.048564572	2.68E-119	4.66E-118	1
ENSMUSG00000032349	Elov15	-4.366423606	0.048481441	0	0	1
ENSMUSG00000022863	Btg3	-4.367470591	0.04844627	2.14E-210	6.59E-209	1
ENSMUSG00000020142	Slc1a4	-4.374713527	0.048203659	2.02E-218	6.44E-217	1
ENSMUSG00000033684	Qsox1	-4.437279114	0.046157884	0	0	1
ENSMUSG00000051452	Gm11437	-4.448404936	0.045803291	3.29E-17	1.10E-16	1
ENSMUSG00000027808	Serp1	-4.449610639	0.045765028	0	0	1
ENSMUSG00000025176	Hoga1	-4.456080205	0.04556026	5.82E-131	1.12E-129	1
ENSMUSG00000052271	Bhlha15	-4.460981032	0.045405755	0	0	1
ENSMUSG00000053897	Slc39a8	-4.480474241	0.044796374	0	0	1
ENSMUSG00000082766	1700064H15Rik	-4.491348566	0.04445999	8.98E-34	4.87E-33	1
ENSMUSG00000028772	Zcchc17	-4.493484656	0.04439421	0	0	1
ENSMUSG00000039236	Isg20	-4.513302361	0.043788555	6.77E-204	2.02E-202	1
ENSMUSG00000048776	Pthlh	-4.531418232	0.043242141	1.39E-63	1.28E-62	1
ENSMUSG00000073639	Rab18	-4.553380578	0.042588845	0	0	1
ENSMUSG00000020847	Rph3al	-4.602586144	0.041160772	0	0	1
ENSMUSG00000021125	Arg2	-4.65915462	0.039578078	4.05E-151	8.89E-150	1
ENSMUSG00000034112	Atp2c2	-4.684540448	0.038887749	0	0	1
ENSMUSG00000032204	Aqp9	-4.773195247	0.036570008	1.64E-45	1.14E-44	1
ENSMUSG00000028413	B4galt1	-4.820695132	0.035385568	0	0	1
ENSMUSG00000072618	Gm10384	-4.827681913	0.035214614	3.87E-43	2.56E-42	1
ENSMUSG00000025854	Fam20c	-4.843262525	0.034836355	0	0	1
ENSMUSG00000022797	Tfric	-4.905077812	0.033375244	0	0	1
ENSMUSG00000010663	Fads1	-4.905085817	0.033375059	0	0	1
ENSMUSG00000050520	Cldn8	-4.968770222	0.031933838	0	0	1
ENSMUSG00000029755	Dlx5	-5.014435896	0.030938865	5.13E-28	2.42E-27	1
ENSMUSG00000090639	Gm20425	-5.016303804	0.030898834	0	0	1
ENSMUSG00000032554	Trf	-5.060498376	0.02996665	0	0	1
ENSMUSG00000037010	Apln	-5.095992273	0.029238391	1.04E-281	4.32E-280	1
ENSMUSG00000029304	Spp1	-5.115176537	0.028852166	0	0	1
ENSMUSG00000053216	Btn2a2	-5.116636398	0.028822986	1.61E-55	1.32E-54	1
ENSMUSG00000026955	Sapcd2	-5.121081343	0.028734319	1.18E-139	2.44E-138	1
ENSMUSG00000031936	Heph1l	-5.242399974	0.026416809	0	0	1
ENSMUSG00000028518	Prkaa2	-5.244523258	0.026377959	0	0	1
ENSMUSG00000031937	Vstm5	-5.285161393	0.025645306	2.62E-74	2.84E-73	1
ENSMUSG00000009378	Slc16a12	-5.330884813	0.024845273	9.23E-225	3.00E-223	1
ENSMUSG00000024558	Mapk4	-5.34684116	0.024571996	1.20E-215	3.78E-214	1
ENSMUSG00000003355	Fkbp11	-5.384822714	0.023933535	1.67E-131	3.24E-130	1
ENSMUSG00000032494	Tdgf1	-5.40391496	0.023618891	1.06E-29	5.24E-29	1
ENSMUSG00000006567	Atp7b	-5.458453396	0.022742688	3.65E-122	6.53E-121	1
ENSMUSG00000001827	Folr1	-5.497185454	0.022140238	0	0	1
ENSMUSG00000026417	Pigr	-5.60737555	0.020512177	0	0	1
ENSMUSG00000054169	Ceacam10	-5.641646564	0.020030655	3.95E-136	7.90E-135	1
ENSMUSG00000038094	Atp13a4	-5.678668857	0.01952317	0	0	1
ENSMUSG00000062380	Tubb3	-5.766531423	0.018369658	1.76E-99	2.52E-98	1

ENSMUSG00000000706	Btn1a1	-5.803422657	0.017905881	0	0	1
ENSMUSG00000056073	Grik2	-5.839748775	0.017460652	2.85E-82	3.40E-81	1
ENSMUSG00000040055	Gjb6	-5.859929285	0.017218111	5.39E-57	4.52E-56	1
ENSMUSG00000020617	1700012B07Rik	-5.988802498	0.015746746	3.41E-25	1.49E-24	1
ENSMUSG00000081906	Rpl9-ps1	-5.988933447	0.015745316	3.38E-17	1.13E-16	1
ENSMUSG00000022991	Lalba	-6.169315317	0.01389476	0	0	1
ENSMUSG00000042784	Muc1	-6.18939478	0.013702712	0	0	1
ENSMUSG00000050808	Muc15	-6.19578632	0.013642139	0	0	1
ENSMUSG00000028017	Egf	-6.197926253	0.013621919	0	0	1
ENSMUSG00000029695	Aass	-6.206846596	0.013537953	1.11E-78	1.28E-77	1
ENSMUSG00000026818	Cel	-6.268918798	0.012967833	0	0	1
ENSMUSG00000009588	St6galnac1	-6.310871194	0.012596169	2.93E-30	1.46E-29	1
ENSMUSG00000021187	Tc2n	-6.44108812	0.011509045	0	0	1
ENSMUSG00000022491	Glycam1	-6.495534293	0.011082796	0	0	1
ENSMUSG00000056366	Fabp3-ps1	-6.506315415	0.011000284	0	0	1
ENSMUSG00000021553	Slc28a3	-6.5428325	0.010725342	0	0	1
ENSMUSG00000009356	Lpo	-6.547620749	0.010689804	1.76E-145	3.76E-144	1
ENSMUSG00000028194	Ddah1	-6.554248063	0.010640811	1.14E-261	4.31E-260	1
ENSMUSG00000028773	Fabp3	-6.563355415	0.01057385	0	0	1
ENSMUSG00000067261	Foxd3	-6.689376314	0.009689404	1.17E-55	9.58E-55	1
ENSMUSG00000030732	Chrdl2	-6.688358957	0.0085589	0	0	1
ENSMUSG00000090688	Vmn2r12	-6.87647361	0.008510894	2.37E-44	1.61E-43	1
ENSMUSG00000061762	Tac1	-6.964714517	0.008005934	4.36E-68	4.31E-67	1
ENSMUSG00000047797	Gjb1	-7.035597111	0.007622093	4.46E-91	5.92E-90	1
ENSMUSG000000063129	Aldoat2	-7.339302906	0.006175181	7.94E-53	6.19E-52	1
ENSMUSG00000091450	Vmn2r11	-7.51248971	0.005476653	1.04E-45	7.26E-45	1
ENSMUSG00000029188	Slc34a2	-7.799065063	0.004490012	0	0	1
ENSMUSG00000024827	Gldc	-7.831490828	0.004390221	0	0	1
ENSMUSG00000001622	Csn3	-7.947737554	0.00405035	0	0	1
ENSMUSG00000068614	Actc1	-8.123686141	0.003585311	1.71E-100	2.50E-99	1
ENSMUSG00000021795	Sftpd	-8.176953715	0.003455347	6.76E-75	7.40E-74	1
ENSMUSG00000074715	Ccl28	-8.208597396	0.003380383	0	0	1
ENSMUSG00000063157	Csn2	-8.455893513	0.002847885	0	0	1
ENSMUSG00000026065	Slc9a4	-8.47128142	0.00281767	1.18E-123	2.16E-122	1
ENSMUSG00000015652	Steap1	-8.472711726	0.002814878	1.14E-30	5.73E-30	1
ENSMUSG00000024903	Lao1	-8.474151074	0.002812071	0	0	1
ENSMUSG00000091375	Vmn2r15	-8.661330841	0.002469901	6.63E-17	2.20E-16	1
ENSMUSG00000028836	Slc30a2	-8.770254202	0.00229029	3.72E-87	4.75E-86	1
ENSMUSG00000091059	Vmn2r14	-9.022324331	0.001923135	2.56E-18	8.99E-18	1
ENSMUSG00000067010	Vmn2r10	-9.092087892	0.001832352	7.22E-35	4.04E-34	1
ENSMUSG00000026644	Acbd7	-9.178727305	0.001725551	5.87E-19	2.10E-18	1
ENSMUSG00000091635	Vmn2r13	-9.217664255	0.001679603	4.57E-19	1.64E-18	1
ENSMUSG00000070702	Csn1s1	-9.547223971	0.001336593	0	0	1
ENSMUSG00000070366	Ppapdc1a	-9.632737835	0.001259671	3.62E-11	9.33E-11	1
ENSMUSG00000091624	Vmn2r9	-9.713402219	0.001191172	1.08E-40	6.81E-40	1
ENSMUSG00000090538	Gm4775	-9.75336219	0.001158632	0.000291025	0.000470736	1
ENSMUSG00000073752	Gm10570	-10.07537839	0.000926849	0.000168816	0.000278032	1
ENSMUSG00000090961	Vmn2r8	-10.11811135	0.000899798	3.26E-12	8.83E-12	1
ENSMUSG00000030302	Atp2b2	-10.24397537	0.000824624	0	0	1
ENSMUSG00000061937	Csn1s2a	-10.38068548	0.000750071	0	0	1
ENSMUSG00000094499	Vmn2r-ps104	-10.41656069	0.000731649	9.79E-05	0.000164907	1
ENSMUSG00000000381	Wap	-10.50564692	0.000687836	0	0	1
ENSMUSG00000026645	Olah	-10.55397735	0.000665175	0	0	1
ENSMUSG00000079025	Gsdmc	-10.74377875	0.000583177	1.19E-13	3.46E-13	1
ENSMUSG00000096368	Olfir1328	-10.75342725	0.00057929	5.55E-05	9.57E-05	1
ENSMUSG00000098348	Btg1-ps2	-10.9233553	0.000514923	4.10E-05	7.15E-05	1
ENSMUSG00000036463	4930544G11Rik	-11.07540536	0.000463416	3.06E-05	5.39E-05	1

ENSMUSG00000066031	Gm13023	-11.52608727	0.00033908	1.38E-05	2.52E-05	1
ENSMUSG00000002240	Prr27	-12.12266304	0.000224241	4.60E-06	8.70E-06	1
ENSMUSG00000061388	Csn1s2b	-13.72914349	7.36404E-05	0	0	1
ENSMUSG000000025496	Drd4	-13.79051266	7.05736E-05	1.71E-07	3.54E-07	1

Supplementary Table S2. Differentially regulated signaling pathways in the mammary glands between wildtype and transgenic mice.

Pathway analysis performed using differentially regulated genes identified in RNA-Seq (see the Methods section). Pathways are ranked by the p values.

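Table S2 lists pathways of the KEGG database with a count and a p value for each. The count is the number of differentially expressed genes that the database assigns to the pathway, and the p value, from DAVID, measures whether that number is larger than a random draw of as many genes would give. A gene can belong to several pathways, so the same gene can add to several counts, and neither column gives the direction of the change. By the paper's ranking, the pathways at the head of the table are those of Staphylococcus aureus infection, the intestinal immune network for IgA production, cell adhesion molecules, hematopoietic cell lineage and primary immunodeficiency, followed by fatty acid metabolism and PPAR signaling. The gene sets of that database were not used here, and the gene lists described beside the pathway result in the main text were written by hand.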

Differentially Regulated Pathways

KEGG Pathway	Count	P-Value
mmu05150:Staphylococcus aureus infection	22	3.25E-09
mmu04672:Intestinal immune network for IgA production	18	2.00E-07
mmu04514:Cell adhesion molecules (CAMs)	38	1.10E-06
mmu04640:Hematopoietic cell lineage	25	1.38E-06
mmu05340:Primary immunodeficiency	15	1.89E-06
mmu01212:Fatty acid metabolism	18	4.86E-06
mmu03320:PPAR signaling pathway	23	7.53E-06
mmu05323:Rheumatoid arthritis	23	1.16E-05
mmu05166:HTLV-I infection	52	1.20E-05
mmu04660:T cell receptor signaling pathway	26	2.42E-05
mmu04060:Cytokine-cytokine receptor interaction	46	3.81E-05
mmu04062:Chemokine signaling pathway	39	4.55E-05
mmu04650:Natural killer cell mediated cytotoxicity	25	8.34E-05
mmu04923:Regulation of lipolysis in adipocytes	17	1.00E-04
mmu04380:Osteoclast differentiation	28	1.01E-04
mmu04662:B cell receptor signaling pathway	19	1.31E-04
mmu04976:Bile secretion	19	1.59E-04
mmu04670:Leukocyte transendothelial migration	26	3.27E-04
mmu04512:ECM-receptor interaction	21	3.46E-04
mmu04974:Protein digestion and absorption	21	3.46E-04
mmu04610:Complement and coagulation cascades	19	3.97E-04
mmu00980:Metabolism of xenobiotics by cytochrome P450	17	4.32E-04
mmu04064:NF-kappa B signaling pathway	22	5.01E-04
mmu05321:Inflammatory bowel disease (IBD)	16	5.34E-04
mmu04920:Adipocytokine signaling pathway	18	5.93E-04
mmu05146:Amoebiasis	24	0.001152
mmu04510:Focal adhesion	36	0.001311
mmu05140:Leishmaniasis	16	0.001327
mmu00061:Fatty acid biosynthesis	7	0.001476
mmu04978:Mineral absorption	12	0.00181
mmu04145:Phagosome	31	0.002076
mmu05144:Malaria	13	0.002202
mmu04015:Rap1 signaling pathway	36	0.002355
mmu04611:Platelet activation	25	0.00248
mmu04970:Salivary secretion	17	0.003505
mmu00620:Pyruvate metabolism	11	0.004141
mmu00982:Drug metabolism - cytochrome P450	15	0.005048
mmu05322:Systemic lupus erythematosus	26	0.005649
mmu04151:PI3K-Akt signaling pathway	51	0.006289

mmu04612:Antigen processing and presentation	17	0.006666
mmu00480:Glutathione metabolism	13	0.007226
mmu05310:Asthma	8	0.007464
mmu00053:Ascorbate and aldarate metabolism	8	0.014697
mmu01040:Biosynthesis of unsaturated fatty acids	8	0.014697
mmu05152:Tuberculosis	28	0.016083
mmu04964:Proximal tubule bicarbonate reclamation	7	0.018275
mmu05205:Proteoglycans in cancer	31	0.018965
mmu00071:Fatty acid degradation	11	0.021483
mmu01130:Biosynthesis of antibiotics	32	0.022382
mmu05202:Transcriptional misregulation in cancer	26	0.024661
mmu04152:AMPK signaling pathway	21	0.027243
mmu00983:Drug metabolism - other enzymes	11	0.02787
mmu05133:Pertussis	14	0.03101
mmu05332:Graft-versus-host disease	11	0.031524
mmu00100:Steroid biosynthesis	6	0.035349
mmu05204:Chemical carcinogenesis	16	0.039304
mmu00601:Glycosphingolipid biosynthesis - lacto and neolacto series	7	0.040023
mmu04940:Type I diabetes mellitus	12	0.042293
mmu04668:TNF signaling pathway	18	0.042935
mmu04918:Thyroid hormone synthesis	13	0.044043
mmu04925:Aldosterone synthesis and secretion	15	0.045952
mmu00860:Porphyrin and chlorophyll metabolism	9	0.047816
mmu05416:Viral myocarditis	14	0.049388
mmu05330:Allograft rejection	11	0.049501

How the deposited data were processed for this re-analysis (not part of the article)

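RNA sequencing of mammary tissue at lactation day 2 was re-analysed for wildtype and MMTV-FOXC1 transgenic mice. The labels give 3 samples of each genotype, and all 6 sample columns of the deposited table were used. The authors depleted ribosomal RNA, sequenced single reads, aligned them to GRCm38 with TopHat2 (2.0.7) and estimated RPKM with SAMMate and Ensembl gene models. The unit of the table is RPKM, scaled to library size with no factor for composition. The table also holds the authors' means and log2 fold changes, which equal log2 of the mean RPKM + 1 in transgenic over wildtype mice to within 2.7e-15. The paper's differential expression came from DESeq2, on protein-coding genes with a mean of at least 2 RPKM in either condition, at an adjusted p under 0.01 and an absolute log2 fold change over 2.

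The RPKM values of a gene are whole multiples of a step that depends on its exonic length and the depth. The depth of each column and the reads of each gene were recovered from these steps, at lengths of up to 120000 bases, and 8699 genes came out whole at the exonic length of the GENCODE annotation of the reference. Reads over genes sum to 99.78% to 99.91% of the depth, and 3642 of the 21950 genes were at 0 in every column. On simulated data the recovery gave the depth of 6 of 6 columns and the reads of 99.6% of genes. The depth over the 3 columns was 10482902 reads in wildtype and 35321617 reads in transgenic mice. Of the gene IDs, 21748 are in the reference, all 21748 on the chromosome it gives, and 27 gene names that the table holds as spreadsheet dates were restored from their IDs. Coordinates and exonic bases shared with other genes are from the reference. No biotype of the same annotation release was used, so that no restriction to protein-coding genes was applied here.

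Within a genotype the Pearson correlation of log2(RPKM + 1) between columns was 0.983 in wildtype and 0.996 in transgenic mice, and between genotypes it was 0.657 to 0.659. As the columns of a genotype behaved as reads of 1 library, the mean of the 3 columns was used as a single value for each genotype. The comparison of genotypes therefore has n = 1 on each side, and no p value across genes, no set test over columns and no permutation of columns is reported as evidence for a difference between genotypes. The design fixed before the data were examined, together with the gene lists, the rule for named genes and most of the alternatives, was a count model, or limma on log2(RPKM + 1) where the table holds no counts, with set tests and tests of over-representation for the lists and a permutation test for the shares. The set, over-representation and permutation tests were not run, for the reason given above. It was replaced by a rule of size, an absolute log2 change over 2 for genes with a mean of at least 2 RPKM in either genotype, with a pseudocount of 1. On simulated data with the depths of the study, this rule called 167 of 200 genes changed 8-fold (141 of 141 with a mean of at least 5 RPKM) and 0 of 12595 unchanged genes. The simulated reads varied by counting noise only, with no variation between animals and no shift in composition. The simulation therefore does not give the rate of false calls in the real comparison.

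Size factors were the median of ratios over 12677 genes with reads in both genotypes, and a trimmed mean of ratios was the other scaling. Reads over a gene give a Clopper-Pearson interval (95%) for the ratio of the 2 libraries, and shares of reads a Wilson interval. Such intervals compare the libraries, not the conditions.

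The pathway lists were milk proteins and milk fat globule proteins, lactose synthesis, fatty acid and triglyceride synthesis, cholesterol synthesis, fatty acid oxidation, PPAR signalling, cytokines, chemokines, NF-κB signalling, alveolar regulators and prolactin signalling, endoplasmic reticulum folding, cell cycle, involution and Stat3 response, mitochondrially encoded proteins and the FOX family. The marker lists were luminal epithelium, hormone-sensing luminal cells, luminal progenitors, basal cells, B cells, T cells, lymph node stroma and high endothelial venules, plasma cells, macrophages, neutrophils, natural killer cells, adipocytes, brown adipocytes, endothelium, fibroblasts, skeletal muscle, skin, peripheral nerve and red blood cells. They were written after Table S1 had been read. A list's median change is given as its percentile among 10000 random lists of as many genes, matched in 20 bins of mean expression. The genes of a random list were drawn independently, so a percentile does not allow for members that vary together.

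The text names the genes the paper names for the transgenic gland, the 10 genes with the largest change in each direction, up to 4 members of each list with the largest change in the direction most members took and up to 2 in the other direction, and all alveolar regulators. Members outside this rule that are named because a count was 5 or fewer were chosen after their values were seen. Some members of the lists are not reported here by name. The alternatives were other scalings, no filter or a filter of 10 RPKM, a pseudocount of 0.1, limma on the 6 columns with and without the replicate number as a block, an adjusted p under 0.05, leaving out each column in turn, and shares of reads without mitochondrially encoded genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.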

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

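All tests in this part were chosen after the results were seen, on marker lists written after Table S1 had been read. The bootstrap intervals are for medians over the genes of a list, with n = 1 for each genotype. They cover no variation between mice. Table S1 holds 9 of the 14 B cell markers and 7 of the 18 T cell markers and 0 of the endothelial, adipocyte and fibroblast markers. The paper does not report on the cell types of the tissue by RNA, and markers of several cell types other than epithelium were higher in transgenic mice. The median relative log2 changes, on the scale after size factors, were 2.98 for B cells, 2.47 for T cells, 1.92 for lymph node stroma and high endothelial venules, 1.56 for macrophages and monocytes, 2.20 for adipocytes, 1.06 for brown adipocytes and 1.96 for fibroblasts, and all of these signs are the same with library-size scaling.

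The first pattern is that the 3 columns of each genotype differ by little more than the sampling noise. The higher chi-square per degree of freedom of the 2 genotypes was 1.053, in transgenic mice, where simulated reads of a single library at the transgenic depth gave 1.01. Together with depths that differ by under 0.1% within a genotype, this value is consistent with 1 library per genotype read 3 times or split into 3, which stays a hypothesis, while simulated columns with a coefficient of variation of 0.1 gave 9.38. No biological explanation was tested.

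The second pattern is the higher level of B cell, T cell and lymph node stroma markers in transgenic mice. Fewer secretory cells could raise every other cell type alike. The median of B and T cell markers exceeded that of endothelial markers by 2.174 (bootstrap interval 1.61 to 2.78). For the 16 markers outside Table S1 the difference was 1.381 (0.28 to 2.25). These differences argue against an equal rise, with endothelial markers as the only reference. The difference from adipocyte markers, given below, was not clear. A few genes that take a large share of the wildtype reads (45.8% for the 10 most abundant) would raise all other genes alike in transgenic mice. Size factors remove such a shared shift. The median of the markers after size factors was 2.716 (1.97 to 3.25). Outside Table S1 it was 1.451 (0.75 to 2.59), above no change but not clear of the bound of 1 set for this test. The shared shift can be a part of the rise with library-size scaling, but not of the change left after size factors. Markers of adipocytes and fibroblasts came closer, and a larger share of the fat pad with its immune cells cannot be told apart from a change in lymphocytes alone, since the B and T cell median exceeded the adipocyte median by 0.570 (-0.31 to 1.56), and the difference was -0.223 (-1.53 to 1.08) outside Table S1. The B and T cell median exceeded that of adipocyte and fibroblast markers together by 0.774 (0.022 to 1.35). That comparison was made first and would have argued against this explanation. Comparing with each list on its own was adopted after that value was seen. Against fibroblast markers alone the interval had a lower bound of 0.043, so that of these separate comparisons only the adipocyte comparison left the explanation open. Lymph node tissue in the transgenic sample stays open as well, as lymph node stroma markers without the shared Cr2 and Fcer2a exceeded endothelial markers by 0.690 (-1.13 to 3.00), with Ccl21a (42.8 RPKM), Ccl19 (31.2 RPKM) and Cxcl13 (21.7 RPKM) higher in transgenic mice and Ackr4 and Prox1 within the threshold. The methods state that lymph nodes were taken out before digestion of glands used for RNA analysis and progenitor assays. For sequencing they name tissue slides as the RNA source, and removal of lymph nodes from these is not described.

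The third pattern is the lower level of milk protein genes in transgenic mice. Their median was -4.59 with library-size scaling and -5.726 after size factors (bootstrap interval -6.49 to -5.00), so they were lower on both scalings. As size factors lower all transgenic values, they could only lower this median further. The second value is therefore no separate test of scaling. Less epithelium would lower luminal markers by about as much, if each epithelial cell held the same level in both genotypes. The median of luminal epithelium markers was 0.508 (-0.087 to 1.59). The paper reports that CK8 staining fell at lactation in wildtype glands and was strong in transgenic glands. Luminal markers can thus differ in level per cell, so these values cannot exclude less epithelium. Less epithelium, fewer alveolar cells within it, less expression in each cell, and the FOXC1 transgene as the source of any of these stay open. They were not separated by these libraries. With n = 1 for each genotype, a difference between individual mice stays open from these libraries too. Apart from the libraries, the paper reports that none of its transgenic females could raise their pups, which had no milk in their stomachs.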

How the results depend on the processing

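Trimmed-mean scaling over all genes, the scale of Table S1 for Elf5, and the scalings, filters and pseudocount for the match with Table S1 were added after the data were seen. Counts of genes moved most with the scaling. Where library-size scaling called 2106 genes higher and 161 lower, size factors gave 547 and 480, the trimmed mean 558 and 472 and the trimmed mean without the milk genes 558 and 473, and a pseudocount of 0.1 gave 3573 higher. These scalings remove a shift shared by most genes. Without each column in turn the counts were 2102 to 2139 and 162 to 168. The log2 change of Elf5 was -4.13 with size factors, -4.11 with the trimmed mean with or without the milk genes, -2.99 with a pseudocount of 0.1 and -4.23 with size factors and no pseudocount, and it was -2.95 to -2.92 without each column in turn. PPAR signalling fell from percentile 100 to 88.1 with no RPKM filter, which adds weakly expressed members. Without mitochondrially encoded genes the milk list took 46.3% of wildtype and 0.500% of transgenic reads and the 10 most abundant genes 46.5% and 5.06%, against 45.8% and 5.37% with them. The match with Table S1 moved from 320 to 203 genes past the threshold with a filter of 10 RPKM, which drops genes, and the Pearson correlation from 0.911 to 0.975 with a pseudocount of 0.1; the cause was not tested for the latter. Without each column in turn they were 321 to 328 and 0.910 to 0.912. Among 133 named genes, 8 changed sign with size factors or a trimmed mean, 0 of them past the threshold. Of the alternatives for these main results, 185 stayed within the limits set for calling them unchanged, 26 moved, 1 lost its place past the percentile threshold and 0 reversed. Many of the 185 left out 1 column of a genotype whose columns differed by little more than the sampling noise. Such alternatives could change little, so the tally does not measure stability.

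The planned limma fit took the 6 columns as samples, so that its p values would measure only the noise within a library if the columns of a genotype are 1 library. At an adjusted p under 0.01 with no fold threshold it called 10560 genes higher and 1087 lower, and the other values were 4839 and 4530 with size factors, 4894 and 4475 with the trimmed mean, 4880 and 4491 with the trimmed mean without the milk genes, 5582 and 683 with a filter of 10 RPKM, which leaves fewer genes, and 10126 to 10497 and 996 to 1088 without each column in turn. With the fold threshold it called 2130 and 161, or 2130 and 162 at an adjusted p under 0.05. Over the 10 splits of the 6 columns, 1 gave as many calls as the real split, which called 2291, and the highest of the others called 0; with 10 splits a share under 0.05 is out of reach. On simulated data the fit called 199 of 199 genes changed 8-fold and 2 of 12603 unchanged genes. The simulated columns varied independently within a genotype and held no shift in composition, unlike the columns here.

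With the replicate number as a block the counts were 2130 and 162 with the fold threshold and 10457 and 1060 without it. The numbers do not pair the columns, since the correlations of residuals between columns of the same number were -0.0118, -0.00638 and -0.0396.

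Tests for counts (DESeq2 and edgeR, with its filter and its test against a fold) were not run. The table holds RPKM, and on the recovered reads they would, like the set tests camera and fry, which were not run either, compare columns that differ by little more than the sampling noise. Depth limits weakly expressed genes most in wildtype mice.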

Differences from the paper's values

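On the scale of the paper's table, size factors without a pseudocount, 55 named genes of Table S1 had reads in both genotypes. Of these, 0 differed from the paper's log2 fold change by more than the counting error. Both sets of values come from the same libraries, so this match checks the computation only. On the log2(RPKM + 1) scale with library-size scaling the values are smaller in size for lower genes, as for Elf5, for which the paper's value is -4.23 and the values here are -2.93 on that scale and -4.23 on the scale of the paper, an alternative chosen after the values were seen that drops 0 of the paper's genes with reads in both genotypes.

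For Chrdl2 the paper's log2 fold change is -6.69 and the value here on the same scale is -6.87. The paper's own fold of this gene, 0.00856, corresponds to -6.87, so that its 2 columns differ from each other for this gene.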

Other observations

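Krt8, the luminal keratin that the paper stains as CK8, had 13.9 RPKM in wildtype and 109 RPKM in transgenic mice (relative log2 change 1.69), and Krt5, the basal keratin CK5, had 6.32 and 40.7 RPKM (1.36). Krt18, the partner of Krt8, had 18.5 and 134 RPKM (1.59), and the tight junction genes Cldn3 (4.39 and 32.9 RPKM) and Cldn4 (0.105 and 34.2 RPKM, 2 wildtype reads, counting interval of the log2 ratio 6.49 to 11.39) were higher as well. On the relative scale Krt8, Krt5 and Krt18 lay within the threshold, and Krt14 (-0.01), Krt17 (-0.18) and Krt15 (-1.36) were not higher. Mki67, which encodes Ki67, had 18.0 and 6.68 RPKM (log2 change -1.31, relative -2.42). Of 25 cell cycle genes none passed the threshold with library-size scaling and Mki67 alone was lower on the relative scale, and the list's median was 0.53 (percentile 0.33) and its relative median -0.47. The estrogen receptor gene Esr1 had 5.22 and 4.79 RPKM (-0.10, relative -1.13) and the progesterone receptor gene Pgr 0.435 and 2.00 RPKM (1.06, relative 0.47). By staining at lactation, the paper reports higher percentages of ER, PR and Ki67 positive epithelial cells in transgenic mice, with similar CK5. Mki67 RNA was lower on both scalings, past the threshold only on the relative scale. Esr1 (lower) and Pgr (higher, with 39 wildtype reads) lay within it on both scalings. Krt5 was higher past it with library-size scaling only. With n = 1 for each genotype, these values neither bear out nor contradict the stainings. RNA of tissue slides is a different measure from the percentage of stained nuclei among epithelial cells. Of 11 markers of hormone-sensing luminal cells, 4 were higher past the threshold, Foxa1 (4 and 1688 reads), Fxyd2, Cited1 and Tbx3, 3 of them on the relative scale, and the list's percentile was 67.3. The mouse Foxc1 gene had 2.37 and 9.07 RPKM (1.58, relative 0.58) and Foxc2 0.315 and 0.810 RPKM, under the filter; the transgene is a human cDNA, and how many of its reads align to the mouse gene was not analysed here. Of 19 FOX genes, 8 were higher and Foxd3 was lower (6.94 and 0.158 RPKM), and on the relative scale Foxa1, Foxi1, Foxp1 and Foxq1 were higher; Foxi1 had 0 wildtype and 849 transgenic reads, and 66.1% of the exonic bases of Foxq1 are shared with another gene. The median of the FOX list stood at percentile 98.2.

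Of 27 genes of involution and the Stat3 response, 14 were higher and 0 lower past the threshold (relative scale 5 and 1, median change 2.03, relative 0.95, percentile 100), with Igfbp5 at 13.9 and 321 RPKM and the metalloproteinases Mmp2 at 8.79 and 174, Mmp3 at 0.531 and 15.6 and Mmp11 at 1.78 and 58.1 RPKM; Lbp was the lower gene on the relative scale. The relative median of this list is under those of the fibroblast and adipocyte markers. Of 23 genes of cholesterol synthesis, Sqle was lower (24.7 and 4.42 RPKM), and 7 were lower on the relative scale (median change -0.58, relative -1.63, percentile 0). Of 30 genes of endoplasmic reticulum folding, Fkbp11 (-3.65), Serp1 (-3.14) and Prdx4 (-2.10) were lower and Herpud1 (2.27) higher, and on the relative scale 8 were lower and 0 higher (median change -0.04, relative -1.18, percentile 0). Of the 13 mitochondrially encoded genes, mt-Atp8 (-2.65) and mt-Atp6 (-2.06) were lower, 12 were lower on the relative scale (median change -1.15, relative -2.39, percentile 0.06), and these genes took 3.30% of wildtype and 1.41% of transgenic reads. Of 9 brown adipocyte markers, Ucp1, Cox8b (2.11 and 57.1 RPKM), Elovl3 (0 and 528 reads) and Kcnk3 were higher and Cidea, which also belongs to the milk fat list, was lower (297 and 42.0 RPKM); the list stood at percentile 96.9.

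Of 7 plasma cell markers 3 were higher, Sdc1, Irf4 and Mzb1 (57.2% of its exonic bases shared). On the relative scale 0 were higher and Xbp1 was lower (median change 1.25, percentile 62.2). Of 5 natural killer cell markers Il2rb and Nkg7 (0 and 326 reads) were higher (median change 1.56, percentile 76.7). Of 5 neutrophil markers none passed with library-size scaling, and Ltf, a milk protein, was lower on the relative scale (median change 0.73, relative -0.28, percentile 11.4). Of 5 red blood cell genes Hba-a1 and Hba-a2 were higher, and 0 on the relative scale (median change 1.80, relative 0.59, percentile 97.0). Of 8 peripheral nerve markers none passed with library-size scaling (median change 0.93, relative -0.06, percentile 25.3). Only 2 muscle markers were kept, with Acta1 lower on the relative scale (-3.13, percentile 8.86), and 1 skin marker, Sbsn (log2 change 1.85, percentile 79.7). Members named here that are outside the rule for named genes were chosen after their values were seen.

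Among genes singled out after their values were seen, 10 genes of the Vmn2r family of pheromone receptors passed the RPKM filter, all 10 with lower values in transgenic mice, 8 of them past the threshold; Vmn2r9 had 15.8 and 0.0445 RPKM. Reads that members of this family share were not analysed here. The control genes Actb (436 and 1571 RPKM) and Gapdh (73.6 and 91.3 RPKM) had relative log2 changes of 0.61 and -0.91, and that of Gapdh is positive with library-size scaling (0.31). By number of reads, the most abundant wildtype genes were Csn2, Csn1s1, Csn1s2a, Wap, Csn3, Scd1, Glycam1, Csn1s2b, Fasn and mt-Co1, and the most abundant transgenic genes were Lars2, Scd1, Col3a1, mt-Co1, Eef1a1, Actb, Fasn, Col1a1, Ahnak and Tmem72.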
